# Transcriptome analysis of early embryonic development in a mouse model of polycystic ovary syndrome

**DOI:** 10.3389/fcell.2025.1554437

**Published:** 2025-05-02

**Authors:** Shan Han, Jiale Lv, Xuedong Sun, Yanqiu Xie, Yuhua Shi

**Keywords:** polycystic ovary syndrome, mouse model, prenatal exposure, pre-implantation embryo, RNA-seq

## Abstract

Polycystic ovary syndrome (PCOS) is a complex disorder that originates during fetal development and significantly impairs female fertility during the reproductive years. Although it is hypothesized that prenatal exposure to elevated androgen levels plays a crucial role in the pathogenesis of PCOS, the precise effects of such exposure on the offspring of individuals with PCOS remain unclear. In this study, we established a mouse model of PCOS by administering dihydrotestosterone (DHT) prenatally. We subsequently evaluated the reproductive phenotype and fertility of the PCOS-like mice, focusing on ovarian function and embryo developmental potential. Smart-seqII RNA sequencing was performed on blastocysts to obtain the RNA expression profile of preimplantation embryos from PCOS mice. These findings indicate that the PCOS model mice exhibit hyperandrogenic symptoms, reduced ovulation rates, and impaired development of oocytes and blastocysts compared to controls. Furthermore, 918 differentially expressed genes were identified in the blastocyst samples, with significant enrichment in pathways related to intracellular energy metabolism, tissue development, glycolipid metabolism, hormone synthesis, and inflammation. This research presents direct evidence that prenatal exposure to hyperandrogenism negatively influences the early embryonic development of offspring and plays a significant role in the later manifestation of polycystic ovary syndrome in adulthood. These findings contribute valuable insights for the early prevention of PCOS.

## Introduction

Polycystic ovary syndrome (PCOS) represents the most prevalent reproductive metabolic disorder among women of reproductive age and is frequently associated with infertility, obesity, cardiovascular diseases, and psychological disorders, such as depression, all of which significantly compromise women’s physical and mental health. The global prevalence of PCOS ranges from 6% to 20%, contingent upon the diagnostic criteria employed. Over the past 3 decades, there has been an increase of more than 29.5% in the global annual incidence rates of PCOS, underscoring its emergence as a significant public health concern (Stener-Victorin et al., 2024; Yang et al., 2022; Shokeir and Abdelshaheed, 2022). Statistical evidence suggests that approximately 80% of individuals with PCOS encounter infertility issues (Ennab and Atiomo, 2023). Moreover, due to factors such as diminished oocyte quality and disrupted hormone levels, individuals with PCOS are at an elevated risk for infertility and pregnancy complications (Escobar-Morreale, 2018). Furthermore, PCOS demonstrates a significant familial and heritable component, with approximately 60%–70% of daughters born to women with PCOS developing the PCOS phenotype during puberty and young adulthood (Gorsic et al., 2017; Gorsic et al., 2019; Dapas et al., 2019). This characteristic substantially threatened the reproductive health of both patients and offspring. Despite being a human-specific condition, the intricate etiology and prolonged duration of polycystic ovary syndrome pose challenges in directly employing patient offspring for investigations into disease prevalence and transgenerational correlations. Consequently, the development of appropriate animal models has emerged as a focal point of research aimed at elucidating the mechanisms underlying the transmission of PCOS to progeny.

It should be noted that erandrogenemia remains the most heritable phenotypic trait (Legro et al., 1998), despite the considerable heterogeneity in clinical manifestations and comorbidities observed among patients with polycystic ovary syndrome. According to the diagnostic criteria established by the Hyperandrogenism and PCOS Association, the presence of hyerandrogenic manifestations is crucial for diagnosing polycystic ovary syndrome (Biesbroek et al., 2018; Azziz et al., 2006). Hyperandrogenemia or its clinical manifestations are observed in over 60% of patients. To the patients with PCOS, hyperandrogenemia is also associated with metabolic disorders. The prevalence of severe obesity has increased to over 25% among individuals with PCOS and hyperandrogenemia (Escobar-Morreale, 2018; Neven et al., 2018; Kataoka et al., 2019), which significantly impact health and lifestyle. A species-specific clinical diagnostic criterion for PCOS in animals is currently lacking. Nonetheless, certain animal models exhibit two or more of the Rotterdam criteria, suggesting PCOS-like characteristics. Therefore, classifying these models as PCOS-like could improve their utility in etiological research. Based on this, animal models of PCOS have been extensively studied across a range of species, including mice (Moore et al., 2013), rats (Hu et al., 2015), sheep (Cardoso and Padmanabhan, 2019), and non-human primates (Abbott et al., 2008). Among these, mice are regarded as the most valuable and extensively researched mammalian models for investigating the intergenerational transmission of PCOS. This is attributed to their rapid growth and reproductive rates, substantial genomic homology with humans, and the advanced feasibility of gene editing and modification techniques. In the existing literature, androgen-induced polycystic ovary syndrome mouse models have been instrumental in elucidating certain phenotypic manifestations observed in PCOS patients (Risal et al., 2019; Bozdag et al., 2016). These models consistently demonstrate hallmark metabolic abnormalities, such as impaired glucose tolerance, insulin resistance, and dyslipidemia. Furthermore, AR knockout (ARKO) mouse models exhibiting complete or partial androgen receptor insufficiency confer protection against hyperandrogenism-induced phenotypic manifestations of PCOS in female mice. These protective effects include the prevention of acyclicity, ovulatory dysfunction, and adipocyte hypertrophy (Caldwell et al., 2015). In light of the predominant hypothesis that hyperandrogenism plays a crucial role in the pathogenesis of polycystic ovary syndrome, mice models of PCOS induced by high doses of androgens, typically utilizing agents such as testosterone and dihydrotestosterone (DHT), have gained widespread acceptance in contemporary research (Stener-Victorin et al., 2020).

Building upon recent findings from animal models, numerous hypotheses have been proposed regarding the pathogenesis of polycystic ovary syndrome. Numerous studies have demonstrated that daughters of women with polycystic ovary syndrome are at a significantly heightened risk of developing the condition themselves (Risal et al., 2019). Female macaques naturally experiencing high androgen levels show PCOS-like traits, possibly starting from mid-gestation (Risal et al., 2019). With over 95% DNA similarity in protein-coding regions, rhesus macaques are closely related to humans, supporting the idea that PCOS may have developmental origins. However, devising safe and ethical experimental methodologies to explore the mechanisms underlying this phenomenon in human subjects presents considerable challenges. In contrast to postnatal models that depend on prolonged high doses of exogenous treatment, the prenatally androgenized (PNA) animal model offers a promising approach for examining the transmission of PCOS to offspring. The existing literature has shown that PNA mice exhibit phenotypic abnormalities, including increased anogenital distance, irregular estrous cycles, increased fat mass, enlarged adipocytes, elevated liver triglyceride levels, and reduced respiratory exchange ratio and energy expenditure, despite being completely protected from adverse environmental exposures postnatally (Liu et al., 2025). These results support that exposure to adverse environmental factors, such as hyperandrogen encountered during early life stages contribute to the onset of PCOS in adulthood, and underscores a distinct pattern of intergenerational and transgenerational inheritance.

Clinical investigations into early embryonic development associated with polycystic ovary syndrome have demonstrated that hyperandrogenemia adversely affects preimplantation embryonic progression. In a prospective cohort study examining two pronuclei (2 PN) embryos derived from hyperandrogenic PCOS patients and control subjects, the impact of PCOS on early embryonic development was evaluated through time-lapse analysis of embryonic kinetics from fertilization to the blastocyst stage. In comparison to the control group, embryos from hyperandrogenic PCOS patients exhibited a significant delay in 2 PN breakdown and progressed slowly from fertilization to the 8-cell stage (Wissing et al., 2014). The detrimental impact of androgen exposure on early embryonic development has been partially corroborated through a limited number of studies utilizing animal models. Immunostaining of cleavage-stage embryos identified numerous nuclear abnormalities within the PCOS groups. Treatment with hyperandrogen led to a significant reduction in blastocyst formation rates. Whereas control embryos predominantly consisted of euploid blastomeres, the majority of cells in the PCOS groups exhibited aneuploidy. Furthermore, differential gene expression was observed in key implantation processes between the control and PCOS groups (Ravisankar et al., 2022; Wang et al., 2023). Nevertheless, the mechanisms underlying the induction of abnormal phenotypes in the offspring of PCOS mouse models due to early-life androgen exposure are not well understood.

Uncertainty remains about potential transcriptional changes in susceptibility genes, especially those from GWAS, in the early embryonic stages of offspring from PNA mice (Wang et al., 2023). This study employed a mouse model of PCOS induced by dihydrotestosterone during late pregnancy, demonstrating that prenatal androgen exposure effectively replicates the clinical characteristics observed in PCOS patients. Transcriptome sequencing was performed on preimplantation embryos derived from PCOS mice undergoing assisted reproductive technology. This study aimed to elucidate the gene expression profiles associated with a prenatal androgen exposure model during the early stages of embryonic development. The findings provide valuable insights into the molecular mechanisms underlying diminished embryo quality and suboptimal reproductive outcomes observed in patients with PCOS. Future research on the mechanisms underlying early embryonic developmental disorders in PCOS may be enhanced by incorporating gene editing techniques, tailored nutritional conditions, and additional protocols informed by the findings of this study.

## Materials and methods

### Animals

All mice in this study were maintained on a C57BL/6J genetic background and sourced from Gempharmatech Co., Ltd (Nanjing, China). The mice were randomly allocated to experimental groups and provided *ad libitum* access to a commercially available pelleted diet (Beijing Keao Xieli Feed Co.) and water. The animals were maintained in controlled environmental conditions of 21°C ± 1°Cwith a humidity of 50% ± 5% under a 12-h light/dark cycle. To induce a prenatally androgenized PCOS-like mice model utilizing DHT, 8-week-old pregnant female mice were subcutaneously administered with DHT at a dosage of 250 µg per animal, once daily, for three consecutive days during E16.5-E18.5. All female offspring served as PCOS-like model mice and control mice. Ethical approval for all animal studies was obtained from the Animal Care and Use Committee of Guangdong Academy of Medical Sciences (S2022-258-01), and the experiments were conducted in accordance with the guidelines set forth by the National Institutes of Health regarding the care and use of animals.

### Metabolic index determination

The body weight of the mouse was recorded weekly. At 8 weeks of age, the mice’s total fat and lean mass were evaluated using the Small Animal Body Composition Analysis and Imaging System (MesoQMR23-060H-I; Nuimag Corp., China), following the manufacturer’s guidelines. The livers and ovaries of mice were isolated and weighed. The liver index was calculated as the percentage ratio of liver weight to body weight.

### Tissue collection

Before dissection, animals underwent an overnight fasting period, generally at 18–20 weeks of age. Mice were anesthetized using isoflurane, and visceral adipose tissues, liver, and ovaries were meticulously excised and promptly weighed using a precision electronic balance. The tissues were then sectioned into appropriately sized portions for snap-freezing, stored at −80°C, fixed in paraformaldehyde for histological examination, or processed according to experimental requirements.

### Blood measurements

The blood samples were subjected to static settlement to achieve complete coagulation and serum precipitation. Following this process, the serum was collected via centrifugation. Serum testosterone levels were quantified using an ELISA kit (Testosterone ELISA Kit, ab108666, Abcam Ltd., UK) in accordance with the manufacturer’s protocol. The assay demonstrated a sensitivity of 0.07 ng/mL, with detection limits ranging from 0.2 ng/mL to 16 ng/mL. The intra-assay coefficient of variation for testosterone was determined to be 5.8%, while the inter-assay coefficient of variation was 10.5%. Insulin concentrations were measured using an ELISA kit (Mouse Ultrasensitive Insulin ELISA Kit, ALPCO, USA), also following the manufacturer’s instructions. This assay exhibited a sensitivity of 0.019 ng/mL, with detection limits between 0.025 ng/mL and 6.9 ng/mL. The intra-assay coefficient of variation for insulin was 3.1%, and the inter-assay coefficient of variation was 5.5%. Serum triglyceride and total cholesterol levels were assessed using enzymatic methods as per the guidelines provided by Applygen Technologies Inc., Beijing, China. The detection range for serum triglycerides was 20 μmol/L to 2 mmol/L, while that for total cholesterol was 20 μmol/L to 5 mmol/L.

### Histopathology and lipid staining

The liver and adipose tissues were preserved in paraformaldehyde (PFA) for 48 h. Subsequently, paraffin-embedded liver sections, with a thickness of 5 μm, were stained using hematoxylin and eosin (H&E) for histopathological analysis. For Oil Red O staining, frozen liver tissues were embedded in an optimal cutting temperature compound. Cryostat sectioning was performed to obtain frozen sections at a thickness of 5 μm, which were then subjected to Oil Red O staining. The Oil Red O working solution was prepared by diluting the stock solution with distilled water in a 3:2 ratio. Sections were incubated in the freshly prepared Oil Red O working solution for 1 hour at room temperature, followed by three washes with distilled water, and subsequently allowed to air dry. Imaging was conducted using a Zeiss Imager M2 equipped with ZEN imaging software. For the quantitative analysis of lipid content, liver sections stained with H&E or Oil Red O were digitized using the Leica-Aperio Versa imaging system. Subsequently, the mean intensity sum and the proportion of the stained area for each sample were quantified employing ImageJ software.

### Assessment of phenotype and estrous cycle

Anogenital distance (AGD) was assessed utilizing a vernier caliper at the time of weaning. Each mouse underwent three measurements, and the mean value was calculated to reduce measurement error. Subsequently, all mice were observed daily until the occurrence of vaginal opening, with the age at vaginal opening recorded in days. After the vaginal opening, monitor the vaginal cytology every day until finish the first whole estrous cycle and record the days of age. Monitoring of the estrous cycle was performed on adult mice aged 6–8 weeks, using vaginal cytology detection over a period exceeding 20 consecutive days (approximately three–four cycles). The stage of the estrous cycle was determined through hematoxylin and eosin staining and microscopy based on vaginal cytology. Two experienced experimenters independently evaluated the cytological results of vaginal smears and statistical analysis was conducted to examine changes in the estrous cycle.

### Ovarian histology and follicle counting

Ovaries were fixed overnight in 4% PFA, followed by dehydration and paraffin embedding. Tissue sections were stained using standard H&E histological protocols. Images were acquired using an inverted microscope. For follicle quantification, ovaries from mice were serially sectioned at a thickness of 5 μm and stained with H&E. Every fifth section of each ovary was examined microscopically. Follicles were categorized as either healthy or atretic based on previously established morphological criteria (Slot et al., 2006). Atretic preantral follicles were identified by a degenerated oocyte accompanied by a disorganized granulosa cell layer with more than 5% apoptotic cells and/or a hypertrophied theca layer. Atretic antral follicles typically contained an intact oocyte, but the granulosa cell layer exhibited more than 5% apoptotic cells, and the theca layer showed hypertrophy. All types of atretic follicles were excluded from the count. Follicle classification followed previously described methods (Myers et al., 2004). Only primordial, primary, secondary, and antral follicles were included in the count when the oocyte was present. Adjacent sections were analyzed to ensure that each follicle, identified by its unique nucleus, was counted only once during the enumeration of larger follicles. The numbers of primordial, primary, secondary, and antral follicles were multiplied by a factor of five to estimate the total follicle count within a single ovary. Additionally, every 10th section of each ovary was examined to ascertain the number of corpora lutea. The adjacent sections were meticulously traced and compared to avoid double-counting the corpora lutea.

### Fertility assay

The fertility assessment in mice commenced at 8 weeks of age and continued for 3 months. Female mice in both the control group (n = 8) and the PCOS group (n = 10) were paired with wild-type fertile male mice of equivalent age, adhering to a mating ratio of 2:1. Daily observations were conducted to detect indications of pregnancy. The time interval, measured in days, from the commencement of the experiment to the birth of the first litter, was recorded. The size of the litter and the sex ratio of the offspring were evaluated.

### Ovarian gonadotropin stimulation and IVF

Three-week-old female PNA mice (n = 6) and control female mice (n = 8) were administered an intraperitoneal injection of 5 IU of pregnant mare serum gonadotropin (PMSG), followed by a subsequent injection of 5 IU of human chorionic gonadotropin (hCG) (Ningbo Sansheng Pharmaceutical Co., Ltd., China) 44 h later. Sixteen hours after the hCG injection, the mice were euthanized. Cumulus-oocyte complexes were extracted from the oviducts, subjected to enzymatic digestion, and treated with hyaluronidase. The number of oocytes was then collected and quantified, with oocyte maturation assessed based on the extrusion of the first polar body (PB1). Male mice were euthanized approximately 14 h after the female mice received the hCG injection, and spermatozoa were collected from the caudal epididymis of two male mice. These spermatozoa were subsequently introduced into c-TYH droplets following a 30-min equilibration period to facilitate sperm activation. Oocytes were then placed in HTF fertilization droplets, with one droplet allocated for each female mouse, and the spermatozoa were subsequently added individually for *in vitro* fertilization. Approximately 6–8 h following the introduction of sperm, the embryos underwent a cleaning process and were subsequently placed into a pre-equilibrated KSOM medium for cultivation. Progression of the fertilized eggs to the two-cell and blastocyst stage was assessed daily, with blastocysts being harvested for subsequent sequencing after 96 h of cultivation. Ten blastocyst-stage embryos from two to three mice were collectively pooled, preserved in TCL buffer containing 1% (v/v) 2-mercaptoethanol, and stored at −80°C for future RNA sequencing analysis.

### RNA-seq library preparation and sequencing

The RNA-seq libraries of blastocyst-stage embryos were generated using the Smart-seq2 protocol for RNA sequencing, as previously described (Ramskold et al., 2012; Conine et al., 2018). Individual embryos were lysed in TCL buffer containing 1% (v/v) 2-mercaptoethanol, followed by RNA isolation utilizing Agencourt RNAClean XP SPRI beads (Beckman Coulter). Complementary DNA (cDNA) was synthesized from full-length polyadenylated mRNAs using Superscript II (Invitrogen), and the signal was amplified through 10 cycles of PCR. Adapters for sample indexing and sequencing were added to the cDNA, which was fragmented by Tn5-mediated tagmentation using the Nextera XT kit (Illumina). The libraries were subsequently purified using magnetic beads. The quality of the cDNA was evaluated with the Agilent2100 BioAnalyzer (Agilent Technologies). Finally, pooled libraries, comprising 96 samples, were sequenced on a NextSeq500 platform (75 cycles, high throughput).

### Analysis of RNA-seq data

This project utilizes the independent filtering software SOAPnuke, which BGI developed for filtering. The process involves the removal of reads containing the adaptor, the elimination of reads with N content exceeding 5%, and the discarding of low-quality reads. The filtered “Clean Reads” are saved in FASTQ format. Processed reads were aligned to mouse reference genome (GRCm38/mm10) by using HISAT, and the expression values were used to remove the possible sample batch effects as described before (Kim et al., 2019). The complete set of RNA-seq raw data has been submitted to the Gene Expression Omnibus (GEO) database and can be accessed under the accession numbers GSE276424.

Genes that exhibited zero counts across all experimental conditions were excluded from the analysis. Principal component analysis (PCA) was conducted using the *R package ggplot2*. Differentially expressed genes (DEGs) were identified through the *R package DESeq2*, which is specifically designed for RNA sequencing analysis. In all differential expression analyses, we applied DESeq2-independent filtering, and P-values were adjusted for multiple hypothesis testing using the Benjamini–Hochberg (BH) false discovery rate (FDR) method. Genes were classified as differentially expressed if the BH-FDR was less than 0.05. Following this, Gene Ontology (GO) functional enrichment and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway analyses were performed using the DAVID bioinformatics resource (DAVID, https://david.ncifcrf.gov/) to elucidate the functional roles of these DEGs. Additionally, gene set enrichment analysis (GSEA) was conducted using the GSEA software (http://software.broadinstitute.org/gsea/downloads.jsp).

### Statistical analysis

Statistical analyses and graphical representations were conducted utilizing SPSS version 29.0 and GraphPad Prism version 9.5. Prior to conducting analyses, tests for normality were executed. Data from the mouse study are expressed as mean ± standard error of the mean (SEM) for the specified observations. Comparisons between the two groups were assessed using either an unpaired two-tailed Student’s t-test or the Mann-Whitney test. For comparisons across multiple groups, one-way or two-way ANOVA or a mixed-effects analysis model with multiple comparisons test was employed. The respective figure legends provide sample sizes and detailed statistical information for each experiment. Statistical significance was established at a P-value threshold of less than 0.05. Although statistical methods did not predetermine sample sizes, they are consistent with those reported in previous studies. All experiments requiring statistical analysis were performed in triplicate, yielding consistent results.

## Results

### Prenatal androgen exposure causes abnormal lipid metabolic function in mice

To investigate the role of intrauterine hyperandrogen exposure in the pathogenesis of polycystic ovary syndrome and to elucidate the specific underlying mechanisms, we developed a mouse model of PCOS characterized by exposure to DHT during late pregnancy. Initially, we assessed the growth and development of the model mice, along with other fundamental indices. The results indicated that, compared to the control group, there were no statistically significant differences in body weight, liver weight, or ovarian weight in the prenatal androgen-exposed group. The body composition analysis indicated a slight increase infat and muscle content, although these changes were not statistically significant (Figures 1A–D). These findings imply that prenatal androgenic exposure did not significantly impact the body mass or the development of various tissues and organs in female mice. Despite the absence of a significant difference in the weight of liver and visceral adipose tissue between PCOS mice and controls, Oil Red O staining revealed an increased accumulation of neutral lipid droplets in the liver tissue of PCOS mice (Figures 1E, F). Additionally, the adipocyte diameter within the visceral adipose tissue of PCOS mice was significantly greater than that observed in the control group (Figure 1G). Furthermore, there was a significant elevation in serum insulin levels, accompanied by a trend towards a mild increase in serum triglyceride and total cholesterol levels (Figures 1H–J). These findings suggest that prenatal hyperandrogenic exposure predominantly affects lipid metabolism within the metabolic system of mice under normal dietary conditions. Prior research has established that adipose tissue serves as the body’s primary organ for lipid storage, with adipocyte size indicating the equilibrium between triglyceride storage and mobilization. When the volume or mass of subcutaneous adipose tissue reaches a critical threshold, lipids may overflow into the liver and other abdominal tissues (de Zegher et al., 2009). The liver, functioning as the body’s metabolic hub, is crucial in maintaining lipid homeostasis and is a key site for metabolic disorders associated with PCOS (Khan et al., 2023; Vidal-Cevallos et al., 2023). As a critical regulatory organ and a reservoir for the synthesis of steroid hormones, abnormal lipid accumulation in hepatic and adipose tissues can lead to elevated levels of steroid hormones, thereby exacerbating other reproductive endocrine disorders in PCOS.

**FIGURE 1:**
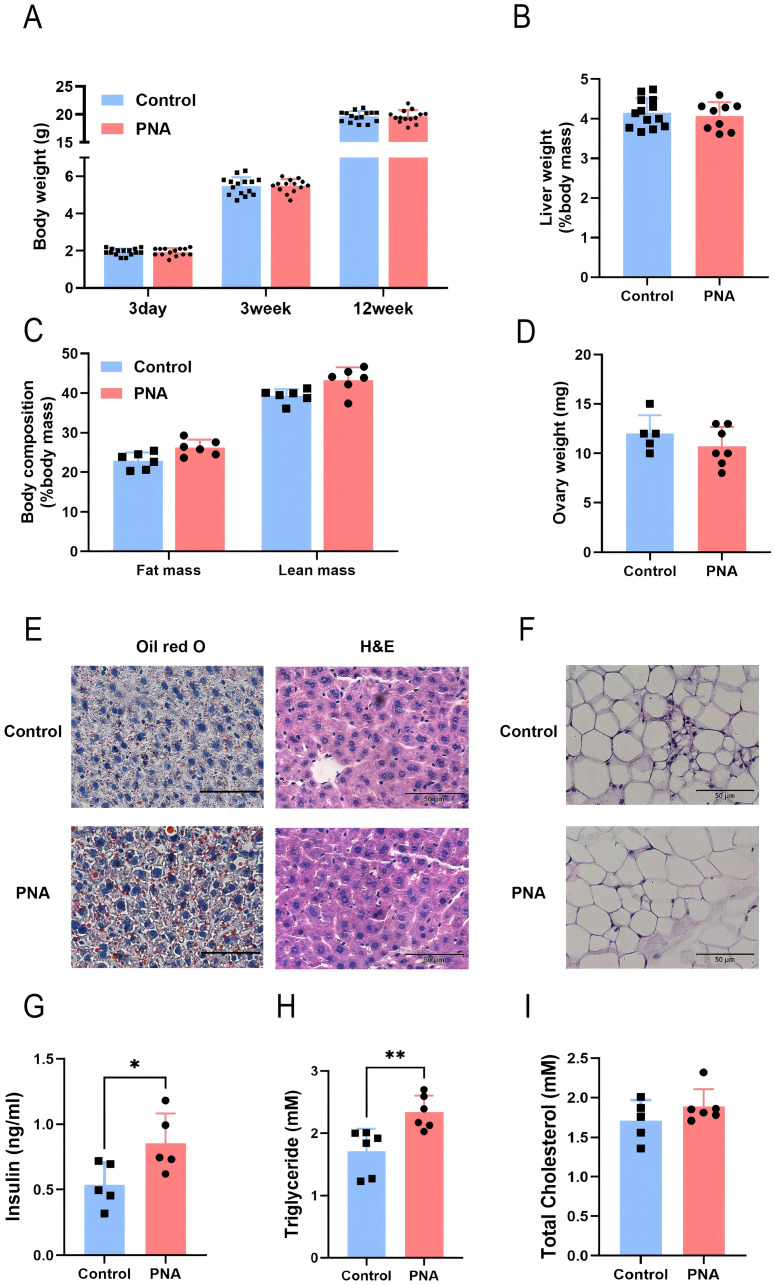
Impact of prenatal hyperandrogen exposure on growth and development in PCOS mice **(A)** Body weights of mice at different weekly ages. n = 15 in Control and n = 14 in PNA **(B)** Liver mass percentage. n = 13 in Control and n = 9 in PNA **(C)** Body composition analysis of mice *in vivo*. n = 6 per group **(D)** Bilateral ovary mass. n = 5 in Control and n = 7 in PNA **(E)** The representative images of Oil red O staining and H&E staining of liver tissue sections. ORO visualizes neutral lipid droplets. n = 5 per group **(F)** Quantitation of liver lipid content determined by ORO staining and shown as percentage of the total histological area **(G)** Average adipocyte diameter calculated from the adipose H&E staining images, n = 5 per group **(H)** Fasting serum insulin level in mice. n = 5 per group **(I)** Fasting serum triglyceride level. n = 6 per group **(J)** Fasting serum total cholesterol levels. n = 6 per group. *P < 0.05, **P < 0.01, and ***P < 0.001.

### Prenatal androgen exposure causes abnormal reproductive endocrine function in mice

Based on the diagnostic criteria and clinical characteristics of PCOS, we investigated the reproductive phenotype in murine models. The occurrence of vaginal opening and the onset of first estrus were indicative of the progressive development and maturation of the female reproductive system. In comparison to the control group, the onset of vaginal opening was significantly delayed in PCOS mice, with some individuals exhibiting incomplete vaginal opening (Figure 2A). Additionally, the time to first estrus in PCOS mice showed a tendency to be delayed relative to the control group. However, this difference did not reach statistical significance (Figure 2B). Upon examining the estrous cycle of adult female mice, it was observed that PCOS mice exhibited a disrupted estrous cycle, characterized by a shortened estrous phase and an extended inter-estrous/late estrous phase (Figure 2C). The extended vaginal-anal distance suggests that the mice were exposed to a hyperandrogenic environment during the critical period of intrauterine development. Furthermore, the vaginal-anal distance was significantly greater in the PCOS mice compared to the control group (Figure 2D). Through the analysis of serial ovarian sections and follicle counts in the ovarian tissues of both control and PCOS-afflicted mice in adulthood, our findings indicate a slight reduction in the number of corpora lutea in the ovarian tissues of the PCOS group (Figures 2E, F). Conversely, there was a significant increase in the number of secondary and antral follicles (Figure 2G). Additionally, the granulosa cell layer surrounding the antral follicles exhibited a reduced thickness, while the thickness of the membranous mesenchymal stromal cell layer was augmented. Serological analysis in mice revealed a moderate increase in serum testosterone levels within the PCOS group (Figure 2H). These findings suggest the presence of ovarian dysfunction in the PCOS model mice, aligning with certain clinical manifestations observed in PCOS patients.

**FIGURE 2:**
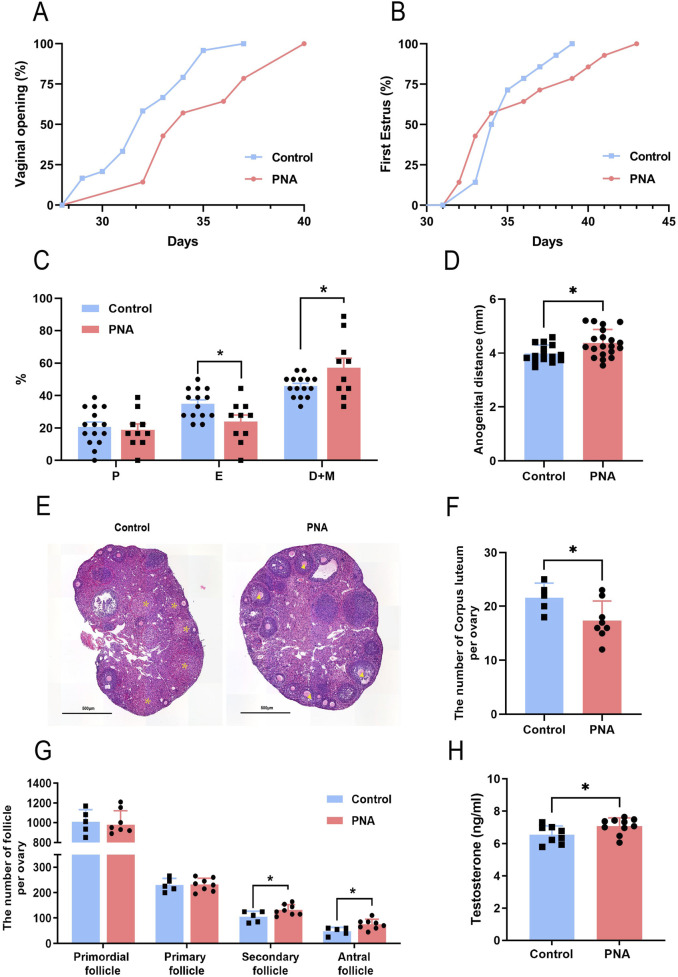
Impact of prenatal hyperandrogen exposure on ovarian function in PCOS mouse models **(A)** Percentage of mice with fully open vaginas. n = 24 in Control and n = 14 in PNA **(B)** Percentage of mice in first estrus. n = 14 per group **(C)** Percentage of mice in each stage of the estrous cycle. n = 15 in Control and n = 10 in PNA **(D)** Distance from vaginal opening to anus in mice. n = 15 in Control and n = 20 in PNA **(E)**The representative images of H&E staining of ovarian tissue. * Labeled corpus luteum, ▲ labeled sinus follicles. n = 5 in Control and n = 6 in PNA **(F)** Number of unilateral ovarian corpus luteum. n = 5 in Control and n = 8 in PNA **(G)** Number of follicles in each stage in the mouse unilateral ovary. n = 5 in Control and n = 8 in PNA **(H)** Serum testosterone levels in mice. n = 8 in Control and n = 10 in PNA. *P < 0.05, **P < 0.01, and ***P < 0.001.

### Prenatal androgen exposure reduces fertility and causes abnormal embryonic development in mice

Given the observed reduced fertility in clinical patients with polycystic ovary syndrome, we conducted a further investigation into the detrimental effects of intrauterine hyperandrogenic exposure on the fertility of PCOS mouse models, as well as the underlying mechanisms involved. Through the implementation of superovulation and *in vitro* fertilization experiments, we determined that the number of mature metaphase II (MII) oocytes obtained was significantly lower in the PCOS model mice compared to the control group, despite a markedly higher follicle count (Figures 3A, B). Zygotes exhibiting configurations other than 2 PN are typically associated with a heightened risk of chromosomal abnormalities and are generally discarded; thus, we classified these zygotes as abnormally fertilized. The incidence of abnormal fertilization was significantly higher in the PCOS group (Figure 3C). This anomaly led to a significant reduction in the formation of pronuclei and blastocysts (Figures 3D, E), as well as a notable developmental delay in the embryos of the PCOS mice, commencing 48 h post-fertilization (Figure 3F). Previous studies have demonstrated that patients with PCOS exhibit significantly reduced metrics in terms of the number of oocytes retrieved, oocyte maturity, average fertilization rate, and the number of transferable high-quality embryos, compared to patients with normal ovarian infertility (Persson et al., 2019; He et al., 2019). Our findings in model animals corroborated these observations. Subsequently, we permitted free mating between the model and wild-type male mice and evaluated the fertility of both groups by monitoring their litter sizes. The results indicated that mice in the PCOS group exhibited a marked delay in the time to the first offspring (Figure 3G) and a significantly reduced number of litters per litter compared to control mice (Figure 3H). Additionally, the total number of newborn mice within the same period was substantially lower (Figure 3H), with significant reductions observed in both male and female offspring, and no statistically significant difference in the sex ratio (Figure 3I). The results presented indicate that the PCOS model mice, established through prenatal androgen exposure, exhibited characteristics consistent with poor oocyte quality, impaired development embryos, and diminished fertility observed in clinical patients with PCOS. Consequently, the comprehensive utilization of this model holds significant scientific value for investigating the developmental disorders associated with oocytes and embryos in the context of PCOS.

**FIGURE 3:**
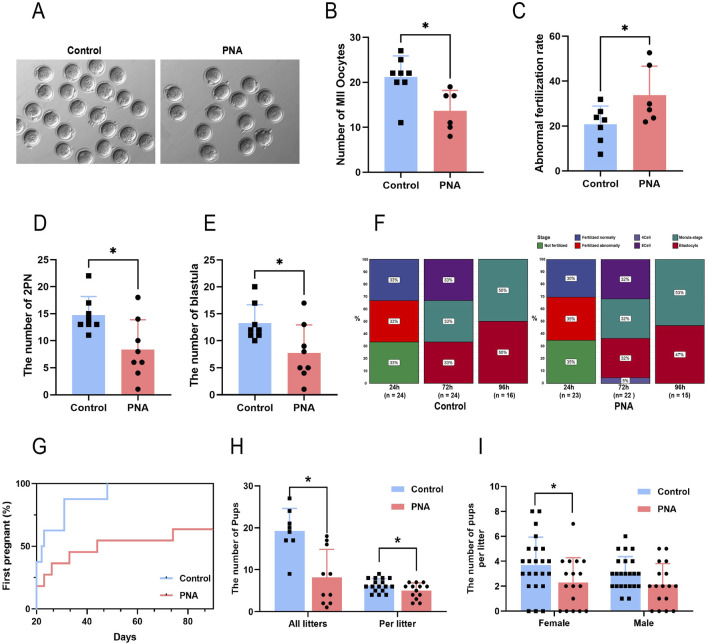
Prenatal exposure to intrauterine hyperandrogenism is linked to reduced fertility **(A)** The images exemplifying the condition of oocytes following superovulation in mice **(B)** Number of mature oocytes. n = 8 per group **(C)** Abnormal fertilization rate of mouse IVF. n = 8 per group **(D)** The number of prokaryotic embryos formed after 24 h of IVF in mice. n = 8 per group **(E)** Number of sacs obtained after 96 h of IVF. n = 8 per group **(F)** Proportion of embryos at developmental stages after different times of *in vitro* culture. n = 8 per group **(G)** The proportion of mice that completed the first litter at different observation times. n = 8 in Control and n = 10 in PNA **(H)** Total number of pups (n = 8 in Control and n = 10 in PNA) and single litter size of mice (n = 17 in Control and n = 13 in PNA) **(I)** Number of offspring of different sexes in a single litter (n = 23 in Control and n = 17 in PNA). *P < 0.05, **P < 0.01, and ***P < 0.001.

### Prenatal androgen exposure disrupts critical embryonic developmental pathways

To comprehensively examine the impact of hyperandrogen exposure during late pregnancy on early preimplantation embryonic developmental disorders in a murine model of PCOS, as well as to elucidate the underlying molecular mechanisms, we conducted Smart-SeqII RNA sequencing on blastocyst samples obtained from both control and PCOS groups. 

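Blastocysts of 2 groups were sequenced, 3 libraries of Control and 3 of prenatally androgenized (PNA) mice. In the PNA group, pregnant mice had received 250 µg of dihydrotestosterone (DHT) per day for 3 days at E16.5-E18.5 of pregnancy. DHT is a potent androgen that cannot be converted to estrogen. The embryos came from eggs of the female offspring, fertilized in vitro and cultured for 96 h. The paper reports that embryos of the PNA group developed with a delay in culture. A difference in stage at harvest therefore cannot be told apart from other differences between the groups. The paper's methods describe pools of 10 blastocysts of a few mice and later the lysis of individual embryos, so what 1 library holds is not certain. The Control libraries carry the numbers 1, 2 and 3, and the PNA libraries 1, 2 and 4. Nothing states that each library came from its own mice, so p-values here measure only the spread between these libraries, which may be technical.

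Smart-seq2 copies polyadenylated RNA along its full length and amplifies the cDNA by PCR, and its reads carry no molecular identifiers. The sample labels name another library kit, from MGI, than the transposase-based Illumina kit of the paper's methods. The authors filtered the reads with SOAPnuke and aligned them to GRCm38 with HISAT, which the submitters' processing notes give as HISAT2. The program that counted reads per gene, its annotation and its use of strand are not given in the sources used here. The deposited files hold whole read counts per gene symbol, CPM values by library total and a table of the authors' comparison. Total counts were 18412741, 18684708 and 20896663 in Control 1, 2 and 3, and 19072041, 18983994 and 24309700 in PNA 1, 2 and 4. At least 1 count was present for 13597 to 13668 genes in the Control libraries, for 13942 and 13995 in PNA 1 and 2, and for 14833 in PNA 4. PNA 4 stood apart among the low values: 602 genes had exactly 2 counts there, against 107 to 149 in the other libraries. From the numbers of genes at 1 and 3 counts, 653.2 were expected in PNA 4 and 480.7 to 566.2 in the others. The shortage therefore lay in the other libraries, and whether they were counted or filtered differently from PNA 4 is not known.

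From the counts, edgeR's quasi-likelihood test compared PNA with Control over the 11310 genes that passed its count filter, with TMM factors and Benjamini-Hochberg adjustment. Gene lists were written from textbook knowledge before the data were examined and were compared with all other genes by camera. The choice of scaling matters here: TMM factors were 0.78 to 0.953 in Control and 1.06 to 1.28 in PNA libraries, and scaling by library totals alone, as in the deposited CPM, raised the median log2 fold change of all genes by 0.43. Fold changes below are relative to the TMM scale unless stated.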

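Control blastocysts lay on one side of the leading axis of variation, at PC1 scores of −36.6, −16.7 and −15.2 for libraries 1, 2 and 3. PNA 1 and PNA 2 lay on the other side, at 37 and 33.2, and PNA 4 lay near the middle, at −1.69. The components were computed from the log2 CPM values of the 11310 tested genes. PC1 held 49.2% of the variance and PC2 19.2%, together 68.4%. The difference in mean PC1 score gave p = 0.1 in a two-sided exact permutation test, the smallest p that 3 libraries against 3 allow. Gene by gene, 1196 genes were higher in each PNA library than in each Control library and 1247 were lower in each, together 21.6% of those tested, where chance gives 10%.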

Through the application of principal component analysis (PCA) on the RNA-seq data, we identified significant differences between the two groups, with the PC1 and PC2 accounting for 66.3% of the variance (Figure 4A). Differentially expressed genes were defined as P-value <0.05 and absolute value of |*fold change*| > 1.5. 

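In PNA blastocysts, 223 genes rose and 560 fell against Control at an adjusted p under 0.05 from edgeR's quasi-likelihood test, and all 783 had a fold change over 1.5. The split depends on the scaling and the tool: at the same adjusted p it was 341 higher and 267 lower with upper-quartile factors, 2652 and 59 with library totals, and 74 and 632 by DESeq2. Among the abundant genes with the smallest p, Slc7a8 rose by a log2 fold change of 1.23 (standard error 0.219, adjusted p = 1.85e-05) and Slc7a5 by 1.00 (adjusted p = 0.000477), and both encode amino acid transporters. Rises of 1.04 and 0.89 were seen for U2af2, a subunit of the splicing factor U2AF, and Polr2a, the largest subunit of RNA polymerase II (adjusted p = 0.000424 and 0.00448). Cyp51, an enzyme of cholesterol synthesis, rose by 0.86, Numa1, a spindle pole protein, by 0.84 and Tcof1, a nucleolar protein of ribosome production, by 0.85. Chmp4b, a subunit of the membrane-cutting ESCRT-III complex, rose by 0.92, Basp1 by 0.98 and the unconventional myosin Myo1d by 0.83, with adjusted p for these 6 genes from 0.00129 to 0.00711.

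Among the genes that fell were the histone genes H2ac11, with a log2 fold change of −1.44 (standard error 0.212, adjusted p = 1.96e-08), and H2bc4, with −1.13 (adjusted p = 5.76e-05). Sycp3, a protein of the meiotic synaptonemal complex, had −1.40 (adjusted p = 6.64e-07), and the X-linked germline genes Xlr3c and Magea5 had −1.36 and −1.02 (adjusted p = 2.76e-07 and 0.000424). The cation exchanger Slc24a5 had −1.37 (adjusted p = 3.91e-07). Zfp534 and Zfp931, zinc finger genes, had −1.10 and −1.04, and Dynlt1c, a dynein light chain, −1.25 (adjusted p from 0.000261 to 0.000424). H2ac11, H2bc4, Xlr3c, Magea5 and Dynlt1c may share reads with near-identical copies, and Slc24a5, Sycp3, Cyp51 and Numa1 overlap exons of neighbouring genes.

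Of the 20 genes labelled in Fig. 4B, 11 were tested, and 7 rose and 4 fell. Magea2, another X-linked germline gene with close copies (chromosome X, 155027201 to 155093666 in GRCm38), had a log2 fold change of −2.73 (standard error 0.35, adjusted p = 1.53e-11). The other lower genes were Gm14632 with −2.51, Zfp534 and H3f3b, which encodes histone H3.3, with −1.19 (adjusted p = 0.000219, 0.000261 and 0.00992). Myo1h rose by 2.64, Gm40367 by 2.41, the homeobox gene Msx1 by 1.68, the chemerin receptor Cmklr1 by 1.29 and the ATP-gated channel P2rx3 by 0.81, with adjusted p from 1.53e-11 to 0.00876. Myo1h and P2rx3 overlap exons of Kctd10 and Ssrp1, so their reads are uncertain. Gm10488 had no count in any Control library and was at least 28.2-fold higher in PNA, with the floor set at 3 counts over the group. The other 9 labelled genes, among them Cma1, Gbx2 and Tkfc, had at most 56 counts in all 6 libraries together and were below the filter.

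At an unadjusted p under 0.05 and a fold change over 1.5, 1712 genes differed, 589 higher and 1123 lower (34.4% higher). With upper-quartile factors the split was 963 higher and 746 lower (56.3% higher), and with library totals 3670 higher and 93 lower (97.5% higher). The count at the adjusted p was 55 without Control 1, 317 without Control 2, 38 without PNA 1, 68 without PNA 2 and 2496 without PNA 4, and the count at the unadjusted p was 1019 without PNA 1 and 2962 without PNA 4. Of the 28 called genes named above, 15 passed the test without Control 1 (adjusted p of the others 0.0516 to 0.13), 14 without PNA 1 (0.0838 to 0.403) and 19 without PNA 2 (0.0594 to 0.119), while Numa1 alone was lost without Control 2 (adjusted p = 0.0503) and Gm40367 without PNA 4 (adjusted p = 0.0995). The 11 that passed whichever library was left out were Gm10488, Gm14632, H2ac11, Magea2, Msx1, Myo1h, Slc24a5, Slc7a8, Sycp3, Xlr3c and Zfp534. With each library's trend on transcript length and GC content removed, an alternative chosen after seeing the data, 18 of the 28 passed, and Slc7a5, Polr2a, Numa1, Tcof1, Myo1d, Sycp3, H2bc4, Magea5, Zfp931 and Gm14632 did not (adjusted p 0.0586 to 0.238). The log2 fold change then was 0.38 for Numa1, 0.39 for Tcof1, −0.68 for Sycp3, −0.61 for H2bc4, −0.59 for Magea5 and −0.43 for Zfp931, each smaller by over 1.5 times.

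**Figure D1:**
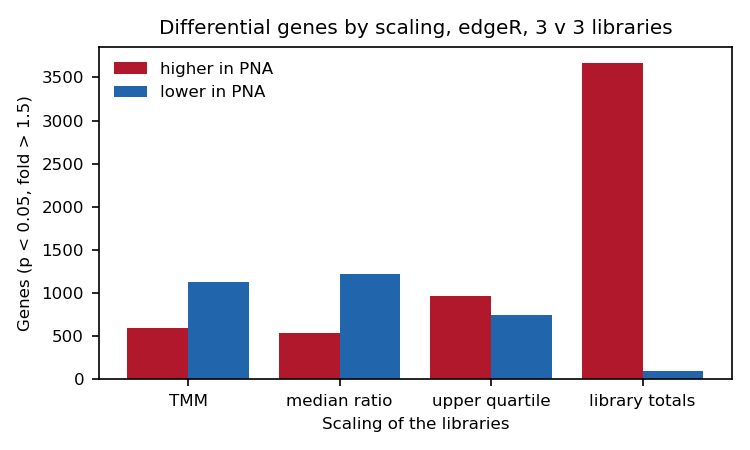
Number of genes (vertical axis) past an unadjusted p under 0.05 and a fold change over 1.5 under 4 scalings of the libraries (horizontal axis), by edgeR on 3 PNA against 3 Control libraries. Red bars count genes higher and blue bars genes lower in PNA. Lower genes are more numerous with TMM (589 higher, 1123 lower) and with DESeq2's median-ratio factors (534 and 1223), higher genes with upper-quartile factors (963 and 746) and library totals (3670 and 93).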

The resulting volcano plot revealed 918 differentially expressed genes in the blastocysts of mice with PCOS, comprising 772 upregulated and 146 downregulated genes (Figure 4B). Subsequently, we conducted gene ontology (GO) enrichment analysis on the differentially expressed genes (DEGs), revealing significant enrichment in pathways associated with cytoskeleton synthesis, organelle formation, and other structural components, as well as intracellular energy metabolism (Figure 4C). Additionally, KEGG-based pathway analysis indicated substantial enrichment in pathways related to tissue and organ differentiation and development, glucose and lipid metabolism, and tumorigenesis (Figure 4D). 

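Nuclear-encoded genes of oxidative phosphorylation were lower as a group in PNA blastocysts. Of 66 tested, 5 fell at an adjusted p under 0.05 from edgeR (27 lower when adjusted over the list alone, 36 at the unadjusted p and 28 by DESeq2), with a median log2 fold change of −0.565. The respiratory complex III subunit Uqcrc2 had −0.96, the ATP synthase subunits Atp5c1 and Atp5g1 −1.09 and −1.02, and cytochrome c (Cycs) −0.99 (adjusted p = 0.0168, 0.0212, 0.0262 and 0.0362). Camera gave adjusted p = 9.66e-13 for the list, and adjusted p = 0.56 with an estimated correlation. Of 23 genes of glycolysis 0 passed the test by edgeR, over all genes or adjusted over the list alone, and 0 by DESeq2, and 1 was higher and 2 were lower at an unadjusted p under 0.05: the glucose transporter Slc2a1 had 0.50, the lactate dehydrogenase subunit Ldhb −1.19 and enolase Eno1 −0.49 (adjusted p = 0.11, 0.135 and 0.159). That list's median was 0.033 and its mean −0.0632 (camera adjusted p = 0.883, and 0.948 with an estimated correlation).

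Of 50 cytoskeleton genes, 5 fell and 1 rose, also when adjusted over the list alone. Alpha-tubulin Tuba1a fell by 0.94 on the log2 scale and the myosin light chains Myl12a and Myl9 fell by 1.06 and 0.74 (adjusted p = 0.00192, 0.0165 and 0.0206), while the actin crosslinker Actn1 rose by 0.75 (adjusted p = 0.0162). The cytoskeleton list had a median of −0.121 (camera adjusted p = 0.426, and 0.797 with an estimated correlation), and it passed without Control 2 (adjusted p = 0.0188). Of 58 nuclear and chromatin regulators, 2 rose and 2 fell, also when adjusted over the list alone. The histone acetyltransferase Ep300 rose by 0.94 and Uhrf1, a cofactor of DNA methylation, by 0.69, while H3f3b and the heterochromatin protein Cbx3 fell, the latter by 0.79 (adjusted p for Ep300, Uhrf1 and Cbx3 = 0.00891, 0.0271 and 0.0454). The chromatin list was higher as a group (median 0.16, camera adjusted p = 0.00572), with adjusted p = 0.56 with an estimated correlation.

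Reactome sets were tested beside the lists, since the annotation behind Fig. 4C was not used here. By camera, 142 of 628 sets were lower and 41 higher at an adjusted p under 0.05, and none with an estimated correlation (lowest adjusted p = 0.697). The higher sets numbered 20 without Control 1, 27 without Control 2, 62 without Control 3 and 25 without PNA 2, and 13 higher and 94 lower sets passed with the length and GC trends of the libraries removed. The lowest p fell on the set of respiratory electron transport and ATP synthesis (85 genes, median −0.6, adjusted p = 1.16e-15). Further respiratory sets followed, and then sets built around the proteasome, such as degradation of p27 and p21 (49 genes, median −0.614, adjusted p = 1.61e-11). Among the 1712 genes past the unadjusted p and the fold, 127 sets were over-represented by Fisher's exact test, all of them in the lower genes. With library totals 73 were, all in the higher genes. With the length and GC trends removed 91 were, all in the lower genes. The lowest adjusted p by Fisher's exact test was then 0.000237. It fell on detoxification of reactive oxygen species and on sets of protein degradation through the anaphase-promoting complex in mitosis, not on respiratory sets. In the main comparison 43 of the 85 respiratory genes were among the lower genes, where 8.44 were expected (adjusted p = 1.18e-18), and the lowest adjusted p for the higher genes was 1.

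None of the 11 genes named with a change here, H3f3b aside, passed the test without Control 1 (adjusted p 0.076 to 0.318), PNA 1 (0.191 to 0.445) or PNA 2 (0.0502 to 0.316), and 7 passed without Control 2 (others 0.0592 to 0.127) and 4 without Control 3 (others 0.054 to 0.15). After each library's trend on transcript length and GC content was removed, camera gave adjusted p = 0.000528 for oxidative phosphorylation, with a median of −0.227, and 0.561 for the chromatin list. With an estimated correlation 0 lists passed after that removal. Of 10000 random lists matched to oxidative phosphorylation on abundance, length and GC content, 22% had a median at or below its −0.565 (matched median −0.539). Of the 11 genes Atp5g1 alone passed after this correction (others 0.0762 to 0.233), and Uqcrc2 shrank to −0.64.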

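Genes of the MAPK cascade, which carries growth factor signals in differentiating tissues, were higher as a group in PNA blastocysts. Of 56 tested, 2 rose at an adjusted p under 0.05 from edgeR (the same numbers when adjusted over the list alone). The FGF receptor Fgfr1 rose by a log2 fold change of 0.81 and the kinase Map3k11 by 1.08 (adjusted p = 0.0231 and 0.0271). Mapk3, which encodes ERK1, had 1.13 and the phosphatase Dusp9 0.72 (adjusted p = 0.0507 and 0.0735). The MAPK list had a median of 0.252 (camera adjusted p = 0.00216, and adjusted p = 0.56 with an estimated correlation). Hippo signalling, which separates trophectoderm from inner cell mass in the mouse embryo, was also higher as a group. Of its 28 genes, the scaffold Sav1 rose by 0.96 (adjusted p = 0.0172), and 8 were higher at an unadjusted p under 0.05. The DNA-binding partners of YAP, Tead1, Tead2 and Tead4, had 0.54, 0.54 and 0.51 (adjusted p = 0.0783, 0.0885 and 0.0992). The Hippo list, with 1 higher gene also when adjusted over the list alone, had a median of 0.297 (camera adjusted p = 0.00207, and 0.56 with an estimated correlation).

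Mitophagy genes did not move together. Of 57 tested, 1 rose and 3 fell, also when adjusted over the list alone. The survival factor Bcl2l1 rose by 1.02 (adjusted p = 0.00136), while the autophagosome protein Map1lc3b fell by 1.27 on the log2 scale and the mitophagy receptors Fundc1 and Bnip3 fell by 0.71 and 0.89 (adjusted p = 0.00553, 0.025 and 0.0265). The median was 0.0348 (camera adjusted p = 0.479, and 0.707 with an estimated correlation). Without PNA 1 none of these 7 genes passed the test (adjusted p 0.237 to 0.488). Bcl2l1 alone passed without Control 1 (others 0.114 to 0.179) and without PNA 2 (others 0.0965 to 0.299), 4 passed without Control 2 (others 0.0761 to 0.105) and 5 without Control 3 (others 0.0855 and 0.182). Adjusted p was 0.09 for the MAPK and 0.0871 for the Hippo list after removal of the length and GC trends, and 0.0464 for each when Control 2 was also left out. Sav1, Bcl2l1 and Map1lc3b passed after that removal, while Fgfr1 shrank to 0.44, Map3k11 to 0.55, Fundc1 to −0.28 and Bnip3 to −0.47 (adjusted p 0.254 to 0.337).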

Notably, within the pathway regulatory network, the synthesis pathways of gonadotropin-releasing hormone (GnRH), sex hormones, and other hormones were significantly enriched in mice (Figure 4E). These findings indicate that offspring are exposed to hyperandrogenism during intrauterine development and that gametes retain heritable transcriptional alterations even after being removed from the hyperandrogenic environment postnatally. 

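Genes of the gonadotropin-releasing hormone (GnRH) response were higher as a group in PNA blastocysts. Of 48 tested, 3 rose and 1 fell at an adjusted p under 0.05 from edgeR (6 higher and 4 lower when adjusted over the list alone). The kinase subunit Camk2b rose by a log2 fold change of 1.88, the stress-responsive transcription factor Atf4 by 0.81 and the receptor adaptor Grb2 by 0.65 (adjusted p = 0.0146, 0.0227 and 0.0429). Calm2, one of the calmodulin genes, whose reads may be shared with its copies, fell by 1.00 on the log2 scale (adjusted p = 0.0447). These members transmit signals of many receptors besides that of GnRH. The gene of the GnRH receptor itself (Gnrhr) and the gonadotropin genes Lhb and Fshb were absent from the deposited counts, so they were not tested. The list's median was 0.33 (camera adjusted p = 0.00216, and adjusted p = 0.56 with an estimated correlation).

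Of 37 genes of steroid and cholesterol synthesis, 4 rose (5 higher when adjusted over the list alone). Beside Cyp51, the transcription factor Srebf2 rose by 0.82 (adjusted p = 0.0377), and both act in the making of cholesterol rather than in its conversion to sex hormones. As a group the list did not pass (median 0.0233, camera adjusted p = 0.099, and 0.598 with an estimated correlation), but it did without Control 3 (adjusted p = 0.0196) and without PNA 1 (adjusted p = 0.017). None of the 5 genes given here with a change, Cyp51 aside, passed the test without Control 1 (adjusted p 0.126 to 0.32), PNA 1 (0.12 to 0.483) or PNA 2 (0.119 to 0.288), while 2 did without Control 2 (others 0.0871 to 0.154) and 3 without Control 3 (others 0.0756 and 0.0882). The GnRH list had adjusted p = 0.0871 after removal of the length and GC trends, and 0.0464 when Control 2 was also left out. Atf4 and Cyp51 passed after that removal, but not Camk2b, Grb2, Calm2 and Srebf2 (adjusted p 0.0675 to 0.38), with Calm2 shrinking to −0.47 and Srebf2 to 0.37. The paper takes the enriched pathways of Fig. 4 as a sign that offspring are exposed to excess androgen in the uterus. It also takes them as a sign that gametes keep heritable changes in transcription after leaving that environment.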

The presence of genomic transcriptional alterations in gametes and early embryonic tissues of mice with PCOS is closely associated with reproductive endocrine disorders and disruptions in glucose and lipid metabolism observed in adulthood. These findings provide insights into the familial inheritance patterns and offspring susceptibility in PCOS patients. Furthermore, they are crucial for advancing our understanding of the molecular mechanisms underlying reproductive health and their implications in PCOS.

**FIGURE 4:**
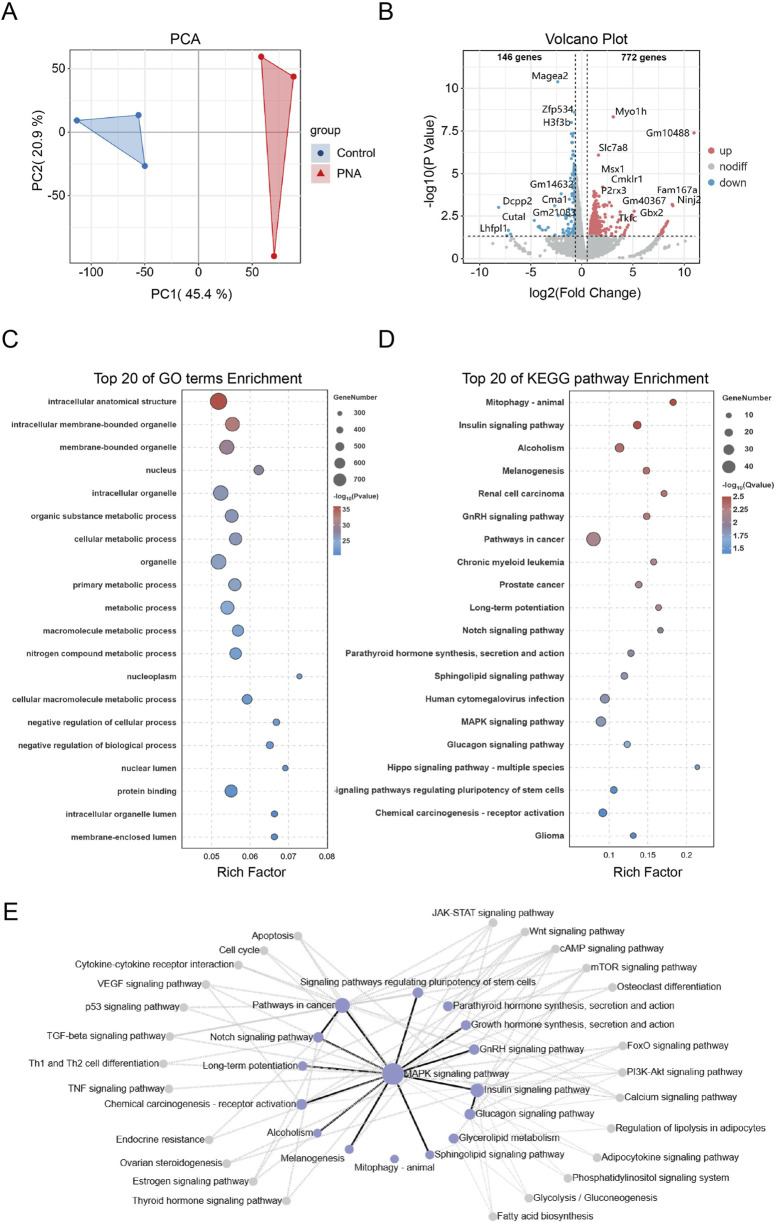
Transcriptomics shows that androgen exposure disrupts embryonic development and energy metabolism **(A)** RNA-seq data from control and PCOS mouse blastocysts demonstrate significant separation **(B)** Volcano plots of differentially expressed genes, with upregulated genes highlighted in red and downregulated genes highlighted in blue **(C, D)** Bubble plots illustrating the top 20 pathways based on significant enrichment of GO and KEGG analyses. The size of each bubble represents the number of genes, while the color indicates the significance of enrichment **(E)** The KEGG pathway interaction network map. Each node indicates a signaling pathway, with purple nodes highlighting the most enriched ones. Lines show interactions: black for positive regulation and gray for negative regulation.

To elucidate the trends in gene set alterations between the two groups of blastocysts, we conducted a gene set enrichment analysis (GSEA). The findings indicated that the expression patterns of the majority of GSEA-enriched pathways were predominantly upregulated. Several pathways intimately associated with developmental differentiation, hormone response, and other aspects of reproductive health exhibited significant activation trends. Specifically, the WNT signaling, HEDGEHOG signaling, NOTCH signaling, G2M checkpoint, TGF-βsignaling, estrogen signaling, and androgen signaling pathways all demonstrated notable upregulation trends (Figures 5A–G). These alterations indicate a favorable adaptation of gametes in PCOS-afflicted mice to early-life adverse conditions. Furthermore, these adaptations may elucidate a potential mechanism underlying the observed decline in oocyte and embryo quality, as well as the heightened long-term risk of metabolic disorders, including obesity, in patients with PCOS. Furthermore, key pathways implicated in cellular energy homeostasis and inflammatory responses, including the insulin signaling pathway and the tumor necrosis factor (TNF) pathway, exhibited a trend of upregulation (Figures 5H, I). This observation substantiates the hypothesis that insulin resistance and a chronic inflammatory state contribute to the pathogenesis of polycystic ovary syndrome. 

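Of the 7 pathways, gene lists for WNT, NOTCH and TGF-beta signalling were higher as groups in PNA blastocysts by camera. Those for Hedgehog signalling, G2/M, estrogen and androgen response did not pass by camera. Preranked gene set enrichment on the same lists called androgen response higher (adjusted p = 0.0471), but not Hedgehog, G2/M or estrogen response. The lists were written by hand and are not the gene sets of the paper. These lists follow the paper's pathways, which the study chose on these samples, so they are not independent evidence of a direction. Of 35 WNT genes, 3 rose and 1 fell at an adjusted p under 0.05 from edgeR (5 and 1 when adjusted over the list alone). The kinases of the beta-catenin destruction complex moved apart, with a log2 fold change of 1.73 for Gsk3a and −0.86 for Gsk3b (adjusted p = 0.0106 and 0.0121). The ligand Wnt7b and the corepressor Ctbp1 both rose by 0.72 (adjusted p = 0.0217 and 0.0225). The WNT list had a median of 0.278 (camera adjusted p = 0.00572, and adjusted p = 0.56 with an estimated correlation).

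Of 27 NOTCH genes, 3 rose and 1 fell (4 and 1 when adjusted over the list alone). Besides Ep300, Aph1a, a subunit of gamma-secretase, rose by 0.87 and the glycosyltransferase Rfng by 0.91, whereas the gamma-secretase subunit Psenen fell by 0.75 (adjusted p = 0.0236, 0.0311 and 0.0258). The NOTCH median was 0.109 (camera adjusted p = 0.0488, and 0.56 with an estimated correlation). Of 29 TGF-beta and BMP genes, only the proprotein convertase Furin passed, with a rise of 1.38 (adjusted p = 0.015; 2 higher and 2 lower when adjusted over the list alone). Smad7, an inhibitor of the pathway, had 0.77, and the transcription regulators Id2 and Tgif1 had −0.85 and −0.58 (adjusted p = 0.0546, 0.0607 and 0.0652). The TGF-beta median was 0.245 (camera adjusted p = 0.0488, and 0.56 with an estimated correlation).

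In the Hedgehog list of 18 genes, only Gsk3b passed and fell, also when adjusted over the list alone (median 0.135, camera adjusted p = 0.301, and 0.694 with an estimated correlation). Of 65 genes of G2/M and mitosis, 2 rose and 5 fell (3 and 7 when adjusted over the list alone). The mitotic kinase Aurka, cyclin B1 (Ccnb1) and the spindle checkpoint protein Mad2l1 fell by 0.85, 0.92 and 0.82 on the log2 scale, and the S-phase transcription factor E2f1 rose by 1.05 (adjusted p = 0.0171, 0.0232, 0.0242 and 0.0254). The G2/M median was −0.0786 (camera adjusted p = 0.533, and 0.724 with an estimated correlation). Of 25 genes of estrogen response, 0 passed the test by edgeR, over all genes or adjusted over the list alone, and 0 by DESeq2. At an unadjusted p under 0.05, 4 were higher: the transcription factor Tfap2c with 0.55, the receptor cofactor Nrip1 with 0.50, Wfs1 with 0.63 and the ubiquitin ligase Siah2 with 0.69 (adjusted p 0.0807 to 0.153; list median 0.152, camera adjusted p = 0.183, and 0.56 with an estimated correlation). Of 27 genes of androgen response 2 rose, Actn1 among them (4 higher when adjusted over the list alone), while Homer2 and the exporter Abcc4 had 0.60 and 0.59 (adjusted p = 0.0554 and 0.057; list median 0.0635, camera adjusted p = 0.183, and 0.59 with an estimated correlation).

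The WNT call was lost without Control 1 (camera adjusted p = 0.0721). NOTCH was lost without Control 1 (0.132), Control 2 (0.0634), PNA 1 (0.0882) and PNA 4 (0.0655), and TGF-beta without Control 1 (0.132), Control 3 (0.076), PNA 2 (0.115) and PNA 4 (0.12). Both were also lost with DESeq2's values (0.0547 and 0.0543), upper-quartile factors (0.0565 each), library totals (0.0845 and 0.0858), thinning to the smallest library (0.0513 and 0.0597) and a mean count of at least 50 (0.0931 and 0.109), and TGF-beta without a count filter (0.0813). Removal of the length and GC trends gave adjusted p = 0.336 for WNT, 0.545 for NOTCH and 0.264 for TGF-beta, and it ended the calls of all 12 genes of these lists printed with a change (adjusted p 0.0728 to 0.341), with Wnt7b shrinking to 0.32, Ctbp1 to 0.41 and Psenen to −0.37. Of the same 12 genes, none passed the test without PNA 1 (adjusted p 0.313 to 0.528). Gsk3b alone passed without Control 1 (others 0.0662 to 0.281) and Gsk3a alone without PNA 2 (others 0.0749 to 0.346), while 4 passed without Control 2 (others 0.0532 to 0.121) and 8 without Control 3 (others 0.0704 to 0.368).

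**Figure D2:**
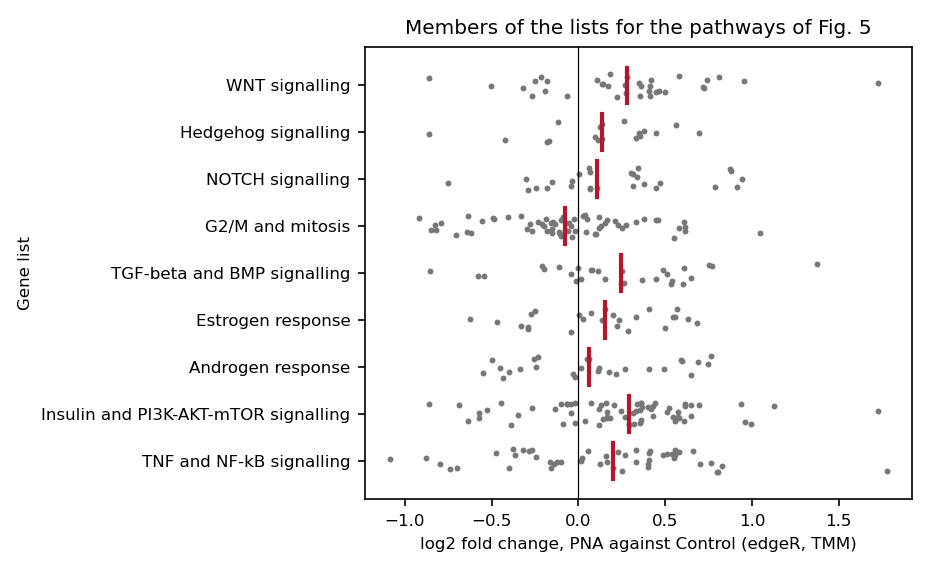
Log2 fold change of PNA against Control from edgeR with TMM factors (horizontal axis) for each tested member of the 9 gene lists that follow Fig. 5 (vertical axis). Each grey point is a gene, the height of a point within its list carries no value, and the red bar is the list's median, from −0.0786 for G2/M to 0.292 for insulin signalling.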

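Genes of insulin and PI3K-AKT-mTOR signalling were higher as a group in PNA blastocysts. Of 68 tested, 5 rose and 1 fell at an adjusted p under 0.05 from edgeR (8 and 2 when adjusted over the list alone). Fatty acid synthase (Fasn) rose by a log2 fold change of 0.96 and the imprinted growth factor Igf2 by 0.94 (adjusted p = 0.00337 and 0.00627), and Gsk3a and Gsk3b are members too. The list had a median of 0.292 (camera adjusted p = 0.00139, and adjusted p = 0.56 with an estimated correlation). Genes of TNF and NF-kB signalling did not pass as a group by camera (median 0.202, camera adjusted p = 0.0602, and 0.56 with an estimated correlation). Preranked gene set enrichment called that list higher (adjusted p = 0.0314). Of 49 tested, 3 rose and 1 fell (4 and 1 when adjusted over the list alone). The cytokine Il6 fell by 0.80 on the log2 scale (adjusted p = 0.0106). The transcription factors Klf4, Junb and Klf2 rose by 0.77, 1.78 and 0.70 (adjusted p = 0.0227, 0.026 and 0.0429); Klf4 and Klf2 also act in the pluripotency network. The study chose both pathways on these samples, so neither list is independent evidence of a direction.

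None of these 6 genes passed the test without Control 1 (adjusted p 0.0575 to 0.297) or PNA 1 (0.0953 to 0.426). Igf2 alone passed without PNA 2 (others 0.0963 to 0.479), Junb was lost without Control 2 (0.0835), and Klf4, Klf2 and Junb were lost without Control 3 (0.064, 0.11 and 0.184). The insulin list had adjusted p = 0.122 after removal of the length and GC trends. The same removal ended the calls of all 6 genes (0.115 to 0.315), with Fasn shrinking to 0.44, Igf2 to 0.57, Il6 to −0.45 and Klf2 to 0.45.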

The transcriptome profiling of blastocysts from PCOS mice indicated that early life exposure to hyperandrogenism results in significant transcriptional alterations in embryo genomes. These alterations predominantly affect pathways related to energy metabolism, tissue differentiation, and development, and are closely linked to the manifestation of adverse reproductive and metabolic phenotypes in PCOS.

**FIGURE 5:**
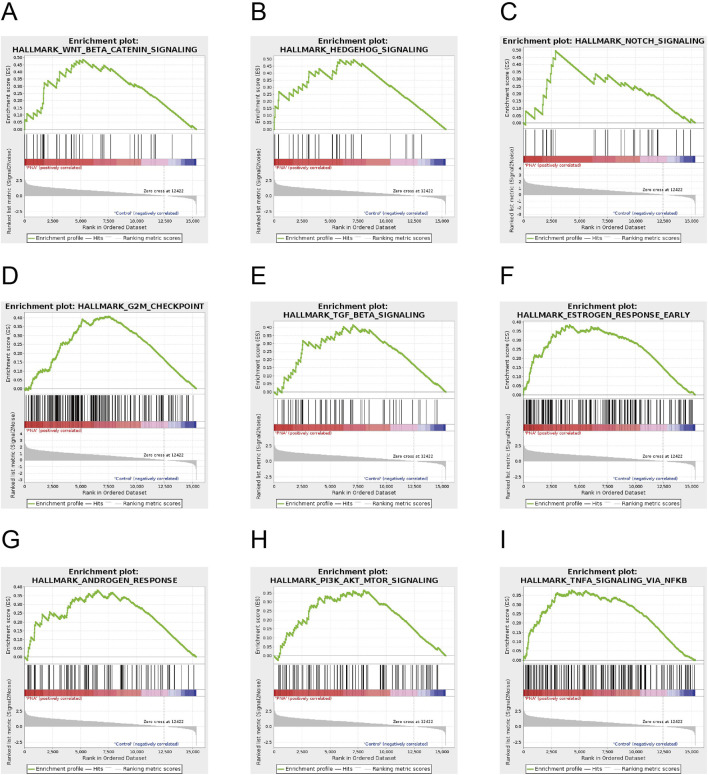
Gene set enrichment analysis of the mouse blastocyst transcriptome **(A–G)** Key pathways in the GSEA-enriched pathway involved in developmental differentiation and steroid hormone secretion, including WNT signaling, HEDGEHOG signaling, and NOTCH signaling, G2M checkpoint, TGF-β signaling, estrogen signaling and androgen signaling pathways **(H, I)** Key pathways in GSEA-enriched pathways involved in cellular energy homeostasis, inflammatory response, including insulin pathway, tumor necrosis factor pathway.

## Discussion

In this study, we demonstrated that prenatal exposure to elevated androgen levels during late gestation results in ovarian dysfunction and metabolic disorders in later life, closely mirroring the characteristics of PCOS. Additionally, individuals with PCOS exhibit significantly diminished metrics regarding the number of oocytes retrieved, oocyte maturity, average fertilization rate, and the number of transferable high-quality embryos, in comparison to individuals with normal ovarian infertility (Persson et al., 2019; He et al., 2019). Our findings corroborate that the prenatal androgen-exposed mouse model accurately replicates these outcomes, particularly the reduced quality of oocytes and embryos, as well as impaired early embryonic development following ovulation induction and *in vitro* fertilization procedures. Through transcriptomic analysis of blastocysts in a murine model of PCOS, we have elucidated the gene expression profile associated with prenatal androgen exposure in blastocysts. These findings confirm the intergenerational inheritance of polycystic ovary syndrome in mice induced by prenatal androgen exposure, and also provide theoretical support for the theory that PCOS is a disease of embryonic origin. Alterations in the fundamental signaling pathways integral to development, as induced by prenatal androgen exposure, can be imprinted in the oocytes and transmitted to early embryonic tissues. These abnormalities may contribute to reproductive dysfunction and the development of PCOS in female offspring. In our study, we observed that significant alterations in the early embryo were predominantly associated with the hormone synthesis pathway, Insulin signaling pathway, and immune-related pathway, and stem cell differentiation pathway. Based on the potential pathogenesis-related pathways of PCOS identified through transcriptomic analyses, we have reviewed previous studies that involve these pathways. We selected specific genes and pathways for focused discussion, drawing upon perspectives from published literature.

It is worth noting that the gonadotropin-releasing hormone biosynthetic and response pathways are significantly activated in mouse embryos with PCOS. GnRH serves as the primary regulator of ovarian function and is influenced by a variety of intrinsic and extrinsic factors. Consequently, any disturbances in these regulatory mechanisms can result in reproductive endocrine disorders (Chaudhari et al., 2018). Previous studies have shown that women with PCOS consistently exhibit an increased frequency of luteinizing hormone release, driven by abnormal GnRH secretions. This irregular pattern of GnRH release exacerbates hyperandrogenemia and contributes to the disrupted reproductive cycles that are characteristic of PCOS(37). Studies conducted on animals have likewise demonstrated that PNA leads to modifications in the presynaptic organization of the GABAergic network connected to GnRH neurons, as well as alterations in the postsynaptic response of GnRH neurons. These changes contribute to reproductive dysfunction in adulthood of PCOS model (Berg et al., 2018; Zhou et al., 2025). GNAQ modulated the expression of its downstream gene within hypothalamic neurons and directly influenced the expression and secretion of GnRH via the calcium and protein kinase C signaling pathways (Zhu et al., 2022) and kisspeptin-GPR54 signaling pathway (Babwah et al., 2015). The observed increase in AgRP neurons within the arcuate nucleus of PNA sheep and rodents suggests a potential mechanism by which testosterone may directly impact energy balance (Sheppard et al., 2011; Watanabe et al., 2023). 

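In blastocysts, Agrp, which encodes an appetite-raising neuropeptide of hypothalamic neurons, had 9.32 ± 3.7 CPM (SD, n = 3 libraries) in Control and 5.9 ± 1.28 CPM (SD, n = 3) in PNA. Its log2 fold change was −0.65 (standard error 0.236, adjusted p = 0.0636 from edgeR), and the values of the groups overlapped. Gnaq, the G protein alpha subunit that couples receptors such as that of GnRH to phospholipase C, had 10.1 ± 2.22 CPM (SD, n = 3) in Control and 15.7 ± 3.15 CPM (SD, n = 3) in PNA. This was a log2 fold change of 0.63 (standard error 0.216, adjusted p = 0.0517 from the same test), and its groups overlapped as well. Agrp passed without Control 3 (adjusted p = 0.0205) and without PNA 4 (0.0099), and Gnaq without Control 2 (0.0332) and without PNA 4 (0.0046). In GRCm38, Agrp lies on chromosome 8 from 105566698 to 105637393 and shares 114 of its 1013 exonic bases with Ctcf on the other strand, so part of its reads could belong to that gene. Gnaq lies on chromosome 19 from 16132831 to 16387463. In the authors' deposited table, Agrp has p = 0.0277 with a fold change of 1.17 downward.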

In our study, *Agrp* and *Gnaq* were identified as significantly differentially expressed genes in the blastocysts of PNA mice, indicating the potential for developmental hypothalamic programming to induce alterations in the secretory function of hypothalamic neurons in PNA mice during adulthood.

The other finding is worth noting that the significant enrichment of various insulin signaling pathways in PNA embryos. This finding is consistent with previous studies suggesting that PCOS patients experience chronic insulin resistance over the long term, characterized by increased hyperinsulinemia and reduced sensitivity of insulin receptors (Guo et al., 2023). A post-binding defect in receptor signaling differentially impacts metabolism in traditional insulin target tissues as well as the ovary. Insulin acts as a co-gonadotropin via its specific receptor to regulate ovarian steroidogenesis, and insulin signaling in the brain has been shown to play a crucial role in ovulation and the regulation of body weight (Diamanti-Kandarakis and Dunaif, 2012). Studies indicate that insulin’s mitogenic signaling may influence steroid production and glucose balance. In PCOS patients, higher *HRAS* and *KRAS* expression in subcutaneous fat is linked to increased testosterone levels and lower metabolic indicators like BMI, fasting glucose, insulin, and HOMA-IR (Xu et al., 2015). A genome-wide association study (GWAS) examining 636,797 autosomal single nucleotide polymorphisms (SNPs) from a cohort of 1,221 individuals identified prominent pathways and gene sets linked to PCOS, notably including the *GNAQ* gene. Diplotypes within the promoter region of *GNAQ* have been found to be associated with insulin resistance and obesity in individuals with PCOS (Shim et al., 2015; Klenke et al., 2010). 

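Hras encodes a GTPase that passes growth factor and insulin signals to the MAPK cascade. It had 13.8 ± 1.13 CPM (SD, n = 3 libraries) in Control and 19.8 ± 4.1 CPM (SD, n = 3) in PNA blastocysts, a log2 fold change of 0.52 (standard error 0.211, adjusted p = 0.0992 from edgeR). Each PNA library was above each Control library, which 10% of genes show by chance in either direction. Hras did not pass the adjusted test, but it did without PNA 4 (adjusted p = 0.0118). Hras lies on chromosome 7 from 141189105 to 141194005 in GRCm38.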

In our study, *Hras*, *Kras*, and *Gnaq* were identified as enriched differentially expressed genes in the blastocysts of PNA mice, suggesting a potential for developmental abnormalities in critical organs responsible for maintaining glucose and lipid metabolic homeostasis in adulthood.

In the current study, transcriptome differential enrichment analysis identified a notable enrichment of various immune-related pathways, such as TNF and IL6 signaling, alongside metabolic process pathways, including lipolytic and adipogenic gene expression. These observations align with previous research indicating that patients with PCOS experience chronic low-grade inflammation over an extended duration, accompanied by disruptions in glucose and lipid metabolic homeostasis. 

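Genes of IL6 and JAK-STAT signalling were higher as a group in PNA blastocysts, while Il6 itself was lower. Of 32 tested, 3 rose and 1 fell at an adjusted p under 0.05 from edgeR, also when adjusted over the list alone. Besides Bcl2l1, the transcription factor Cebpb rose by a log2 fold change of 1.52 and the kinase Pim3 by 0.68 (adjusted p = 0.0241 and 0.0497). The IL6 list had a median of 0.15 (camera adjusted p = 0.0275, and adjusted p = 0.56 with an estimated correlation). Of 49 genes of fatty acid and glycerolipid metabolism, 2 rose and 1 fell, also when adjusted over the list alone. Pnpla2, the main triglyceride lipase of lipolysis, rose by 0.91 along with Fasn, and Hadhb, an enzyme of fatty acid oxidation, fell by 0.79 on the log2 scale (adjusted p = 0.0453 and 0.031). Gpat4, an enzyme of triglyceride synthesis, had 0.56 (adjusted p = 0.0703). The lipid list had a median of 0.14 (camera adjusted p = 0.0778, and 0.59 with an estimated correlation). Prkaca, the catalytic subunit of protein kinase A, had 2.5 ± 0.315 CPM (SD, n = 3 libraries) in Control and 4.06 ± 1.24 CPM (SD, n = 3) in PNA, a log2 fold change of 0.69 (standard error 0.294, adjusted p = 0.114 from edgeR, and 0.0236 without PNA 4). It lies on chromosome 8 from 83972993 to 83996443 in GRCm38.

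The IL6 call was lost without Control 1 (adjusted p = 0.0627) and Control 2 (0.0634) and for genes with a mean count of at least 50 (0.0931), and the lipid list passed without Control 3 (0.0315) and PNA 1 (0.0351). Cebpb, Pim3, Hadhb and Pnpla2 were each lost without Control 1 (0.13 to 0.275), Control 2 (0.0515 to 0.232), PNA 1 (0.352 to 0.484) and PNA 2 (0.146 to 0.329), and Pim3 and Pnpla2 remained without Control 3 (others 0.071 and 0.0882). With the length and GC trends removed, the IL6 list had adjusted p = 0.336, and the calls of these 4 genes ended (0.0993 to 0.385), with Pim3 shrinking to 0.32.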

Immune-related pathways play a critical role in ovarian ovulation; any abnormal increase or infiltration of immune cells may adversely affect follicular development, potentially resulting in ovulatory disorders (Rostamtabar et al., 2021). Tumor necrosis factor and interleukins have been observed both in the circulating blood and localized within the ovarian tissues of PCOS patients (Adams et al., 2016; Escobar-Morreale et al., 2005). These significant inflammatory factors have additionally been identified to modulate lipid metabolism-related genes, including the lipolytic gene *PRKACA* (Klenke et al., 2010). The enrichment of IL6, TNFa, and other immune pathways in PNA embryos suggest that the dysregulated expression of inflammatory pathways may not only lead to localized ovarian dysfunction but also potentially convey the risk of PCOS to the offsprings through the oocyte.

The complexities associated with sample collection and the limitations of current sequencing technologies have resulted in a paucity of research on early embryos in animal models of PCOS. Consequently, numerous critical inquiries regarding the alterations occurring during the embryonic period of PCOS remain difficult to address within the scope of this study. Given that a substantial proportion of patients with PCOS achieve successful conception through assisted reproductive technologies, we opted to exclude developmentally arrested PCOS embryos from transcriptional sequencing analysis. Although this decision might have omitted transcriptional variants associated with severe developmental abnormalities, it ensures that the data more accurately reflect the typical condition of PCOS embryos. Within our sample collection, which predominantly progresses to the blastocyst stage, we still observed numerous expression changes in pathways related to impaired trophoblast differentiation. *Esrrb* and *Elf5* are crucial in maintaining trophoblast stem cells, essential for differentiating into various cell lineages that support placental function. Deleting either *Elf5* or *Esrrb* results in embryonic lethality during early to mid-gestation in mice. Additionally, placentas from PCOS mouse models and PCOS patients exhibit a significantly reduced number of trophoblast precursors (Lu et al., 2024). 

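Genes that maintain trophoblast stem cells were higher as a group in PNA blastocysts. Of 17 tested, 2 rose and 1 fell at an adjusted p under 0.05 from edgeR (5 and 2 when adjusted over the list alone). Esrrb, an orphan nuclear receptor also active in the inner cell mass, had 4.17 ± 1.56 CPM (SD, n = 3 libraries) in Control and 7.92 ± 0.981 CPM (SD, n = 3) in PNA, a log2 fold change of 0.91 (standard error 0.251, adjusted p = 0.014 from edgeR). Elf5, a transcription factor of the trophoblast lineage, had 38.4 ± 7.54 and 64.5 ± 15.2 CPM (SD, n = 3 each), a log2 fold change of 0.75 (standard error 0.214, adjusted p = 0.0189 from edgeR). For both genes each PNA library was above each Control library. The X-linked homeobox gene Rhox9 fell by 1.14 on the log2 scale (adjusted p = 0.0383). The stem cell list had a median of 0.477 (camera adjusted p = 0.0109, and adjusted p = 0.56 with an estimated correlation). Esrrb lies on chromosome 12 from 86361117 to 86521628 and Elf5 on chromosome 2 from 103411688 to 103450989 in GRCm38.

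Of 28 trophectoderm genes, 2 rose and 1 fell (2 and 2 when adjusted over the list alone). The transcription factors Tfap2a and Gata2 rose by 0.66 and 0.65, and the lysosomal cofactor Gm2a fell by 0.99 (adjusted p = 0.0325, 0.0407 and 0.0422). The trophectoderm median was 0.159 (camera adjusted p = 0.364, and 0.724 with an estimated correlation). Of 9 genes of differentiated trophoblast, Phlda2 rose by 1.59 and Plac1 fell by 1.06 on the log2 scale (adjusted p = 2.38e-10 and 0.00722; 2 higher and 1 lower when adjusted over the list alone). Cited2 had 0.54 (adjusted p = 0.0807). Phlda2, an imprinted inhibitor of placental growth, was high in PNA 4 alone, and without PNA 4 its log2 fold change was −0.139 (adjusted p = 0.701). The median of the 9 genes was −0.0557 and their mean 0.0234 (camera adjusted p = 0.883, and 0.942 with an estimated correlation).

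Esrrb was lost without Control 1 (adjusted p = 0.267), PNA 1 (0.139) and PNA 2 (0.186), and Elf5 without Control 1 (0.229), Control 3 (0.0621), PNA 1 (0.405) and PNA 2 (0.0998). Of the 8 genes given here with a change, Phlda2 alone passed the test without Control 1, PNA 1 or PNA 2 (others 0.0998 to 0.453), 4 passed without Control 2 (others 0.0503 to 0.16), and Elf5 and Gm2a were lost without Control 3 (0.0621 and 0.357). The stem cell list was lost without Control 1 (0.0627). With the length and GC trends removed, Esrrb had a log2 fold change of 0.63 (adjusted p = 0.143) and Elf5 0.73 (adjusted p = 0.0503), and the stem cell list had adjusted p = 0.0871 (0.0161 when Control 2 was also left out). Of the 8 genes Phlda2 alone passed then (others 0.0503 to 0.375), and Gata2 shrank to 0.27 and Plac1 to −0.65.

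**Figure D3:**
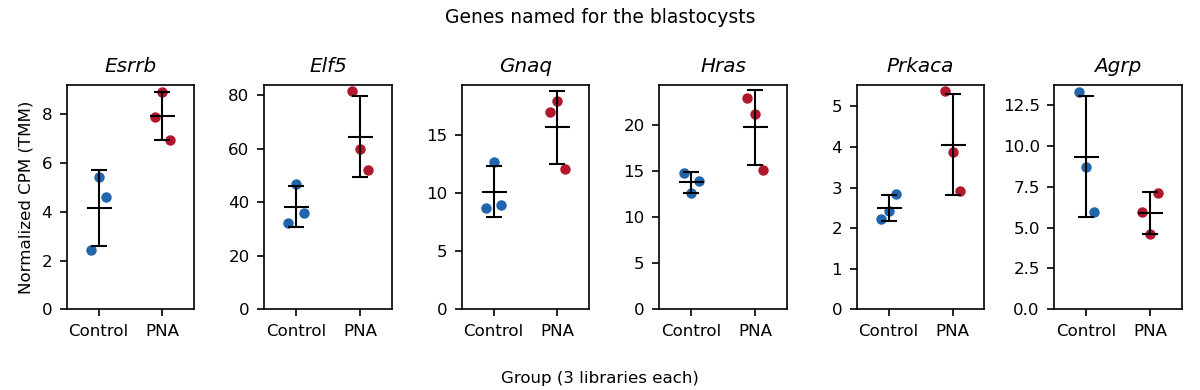
Normalized CPM (TMM, vertical axes, each from 0) of 6 genes the paper names, by group (horizontal axes). Each point is 1 of 3 libraries per group, the horizontal bar is the mean and the whiskers 1 SD. Esrrb and Elf5 passed the adjusted test, and the other 4 genes did not.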

The upregulation of genes such as Esrrb and Elf5 in PNA embryos indicates an increased risk of impaired trophoblast differentiation and miscarriage in the PCOS models examined in our study.

## Conclusion

In summary, the current study establishes that prenatal intrauterine hyperandrogenic exposure is an effective approach for creating a model of polycystic ovary syndrome that faithfully replicates its hallmark characteristics, including oocyte developmental disorders, compromised embryo quality, and decreased fertility. Furthermore, transcriptomic analysis of mouse blastocysts has provided insights into the abnormalities in hormone synthesis, metabolic processes, and inflammatory pathways, which were documented and transmitted to the offspring’s early embryos. The examination of early embryos in a PCOS mouse model is crucial for a comprehensive understanding of the pathogenesis of this condition, as it contributes to our knowledge of the disease and facilitates the development of more effective prevention and management strategies.

## Data Availability

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found in the article/supplementary material.

How the deposited data were processed for this re-analysis (not part of the article)

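Messenger RNA of mouse blastocysts was sequenced in 6 libraries, 3 Control (1, 2 and 3) and 3 PNA (1, 2 and 4), from pools of 10 embryos or from individual embryos, since the methods describe both. Libraries were assigned to groups by the sample labels, and dose, days, culture time and pool size come from the paper's methods. The authors filtered the reads with SOAPnuke, aligned them to GRCm38 with HISAT or HISAT2 and deposited whole read counts per gene symbol. The methods also speak of removing possible batch effects, and the deposited counts are whole numbers. The authors deposited CPM values computed by dividing each count by the library total, which the counts return within rounding for every gene. The deposited log2 fold change is the log2 of the ratio of mean CPM between the groups, where a group with no count is given the value 0.001. The authors' deposited p-values and FDR come with these folds. They equal the Wald p-values of DESeq2 within 1% for all 15277 genes compared, as checked here. No column of per-sample values was left without a sample (0 such columns).

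Of 15311 genes listed, 33 had no count in any library. Library totals ran from 18412741 to 24309700 counts, with medians of 18684708 in Control and 19072041 in PNA libraries. Reads of this protocol carry no molecular identifiers, so count floors cover counting error only. All pairs of replicates differed by far more than the sampling noise (chi-square per degree of freedom 35.19 to 92.75), and none was counted as 1 sample. Genes were placed on GRCm38 with the GENCODE vM21 annotation, where 15116 symbols had 1 locus, and transcript length and GC content were taken for 15138 symbols. Coordinates are 1-based.

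The main test was edgeR's quasi-likelihood test (edgeR 4.0.16 in R 4.3.3) on genes kept by its filter on low counts, with TMM factors and no covariate, PNA against Control, two-sided, with Benjamini-Hochberg adjustment over the 11310 tested genes. Each adjusted p for a gene is from that test unless another tool is named. A gene is said to have risen, fallen or changed only where its adjusted p is under 0.05. CPM values printed with an SD are scaled by TMM. The biological coefficient of variation was 19.2%. Principal components were computed on log2 CPM with a prior count of 2, centred and not scaled. The separation on PC1 was tested by an exact permutation test.

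Gene lists were tested by camera (limma 3.58.1) with a preset inter-gene correlation of 0.01 and adjusted over the lists, and again with an estimated correlation, with which no list passed. Preranked gene set enrichment by fgsea 1.28.0 and the Reactome sets shipped with it (15 to 500 tested members) were used as well. Over-representation in Reactome sets was tested by the one-sided Fisher's exact test against the tested genes. The 37 lists were written from textbook knowledge after the paper was read and before the data were examined, and they are not the MSigDB, GO or KEGG sets. They cover WNT, Hedgehog, NOTCH, TGF-beta and BMP, insulin and PI3K-AKT-mTOR, TNF and NF-kB, IL6 and JAK-STAT, GnRH, MAPK and Hippo signalling; estrogen and androgen response; G2/M and mitosis; steroid and cholesterol synthesis; mitophagy and autophagy; glycolysis, nuclear-encoded oxidative phosphorylation, mitochondrially encoded mRNAs, and fatty acid and glycerolipid metabolism. They also cover trophectoderm, trophoblast stem cells, differentiated trophoblast, inner cell mass and epiblast, primitive endoderm, 2-cell genes, maternal oocyte transcripts, imprinted genes, cumulus and granulosa cells, sperm and testis, blood and immune cells, p53 targets, the unfolded protein response, oxidative stress, heat shock, ribosomal proteins, cytoskeleton, and nuclear and chromatin regulators. Of 1568 list entries, 1410 had counts. The mitochondrially encoded list has 26 entries, of which 0 had counts, so it was not analysed here.

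The genes named were fixed by a rule. It takes each gene the paper names for the blastocysts, each gene labelled in Fig. 4B, and the 10 higher and 10 lower genes with the smallest p among those past the test. The latter also had to have a fold change over 1.5, a mean expression above the median of the tested genes, each PNA library on the same side of each Control library, and a symbol that is not a Gm number, a Rik clone or a LOC number. Where fewer than 10 passed, the unadjusted p under 0.05 was to be used. From each list it takes up to 4 members with the smallest p past an unadjusted p under 0.05, or the 2 with the highest mean if there are none. Some genes that the rule takes are not reported here. Proteasome subunits were added after the Reactome result was seen. A fold change against a group with no count was computed against a floor of 3 counts over the group.

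Alternatives were DESeq2 1.42.0, DESeq2's size factors in edgeR, library totals, upper-quartile factors, no filter on low counts, a mean count of at least 50, thinning to the smallest library, the replicate number as a block, each library left out in turn, other thresholds and other choices for the principal components. Further alternatives were chosen after seeing the data: each library's trend on transcript length and GC content (spline with 5 degrees of freedom) removed through an offset in edgeR, with and without the block; the p-value of DESeq2 with the fold change of library-total CPM; and an estimated correlation for the Reactome sets. On simulated counts for 3 against 3 libraries and 11186 genes, the test recovered 9 of 67 genes changed 1.5-fold, 57 of 67 changed 2-fold and 66 of 66 changed 4-fold, with 5 false among 137 calls. The changed genes were all above the median abundance, so recovery of scarcer genes was not measured. These counts held no length or GC trend and no library that stood apart, so the false calls do not carry over to the real libraries. Of 200 simulated lists with no change, camera called 1 at an unadjusted p under 0.05. The simulated genes were drawn independently of each other, so this count does not give camera's rate of false calls for lists of correlated genes. Among the real lists the estimated correlation reached 0.654, for ribosomal proteins. Tables and plots were made with Python 3.11.15, pandas 2.3.3 and matplotlib 3.10.9.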

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

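The correction for transcript length and GC content, and the separate tests of the oxidative phosphorylation and ribosomal lists under it, were chosen after the results were seen.

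Several abundant genes that the paper does not discuss were higher in each PNA library than in each Control library and passed edgeR's test: U2af2 (log2 fold change 1.04), Slc7a5 (1.00), Basp1 (0.98), Chmp4b (0.92), Polr2a (0.89), Cyp51 (0.86), Numa1 (0.84), Tcof1 (0.85) and Myo1d (0.83). Of these 9, only U2af2 passed without Control 1 (adjusted p of the others 0.0609 to 0.13) and only Cyp51 without PNA 1 (0.164 to 0.403), while Numa1 was lost without Control 2 (0.0503) and 5 were lost without PNA 2 (0.0765 to 0.119). With the length and GC trends removed, U2af2, Basp1, Chmp4b and Cyp51 passed and the other 5 did not (0.0586 to 0.238), and Numa1 shrank to 0.38 and Tcof1 to 0.39. The primitive endoderm list, a lineage the paper does not discuss, lay 0.187 above the median of all genes (24 tested, camera adjusted p = 0.0352, and 0.56 with an estimated correlation). No member passed by edgeR, over all genes or adjusted over the list alone, or by DESeq2, and 3 were higher at the unadjusted p: Sox17 with 0.71, Amn with 1.09 and Serpinh1 with 0.53 (adjusted p 0.0652 to 0.0896). The list's call was lost without Control 1 (0.443) and PNA 4 (0.134). It was also lost with the length and GC trends removed (camera adjusted p = 0.561), where the list lay 0.0104 above the median of all genes.

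The pattern of signalling lists higher in PNA blastocysts covers 8 called lists (WNT, NOTCH, TGF-beta, insulin, IL6, GnRH, MAPK and Hippo). Library depth argues poorly for it, since 6 of the 8 were still called after thinning to the smallest library. When each library's trend on transcript length and GC content was removed, 0 of the 8 were called by camera (3 when Control 2 was also left out, GnRH, MAPK and Hippo with 0.0464 each, and 0 without any other library), and their medians were smaller, for example 0.13 instead of 0.292 for insulin signalling, so uneven yield by length and GC content is a candidate explanation. The length trend also differed between single libraries, at 0.151 and 0.215 (log2 per doubling of length) in PNA 1 and 2 but −0.044 in PNA 4, within the range of the Control libraries (−0.193 to −0.0397). A response to prenatal DHT that acts more on long transcripts remains open and untested.

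In the pattern of lower oxidative phosphorylation and ribosomal protein genes, depth is argued against by the larger adjusted p after thinning, 2.58e-07. After the length and GC correction 1 of the 2 lists was called. Oxidative phosphorylation kept adjusted p = 0.000528 by camera at the preset correlation (4.77e-05 to 0.0321 with each library left out). With an estimated correlation 0 lists passed under the same correction, and the median of oxidative phosphorylation shrank from −0.565 to −0.227. Whether these trends alone account for it therefore cannot be told. Random lists matched also on abundance reached its median in 22% of 10000 draws, so abundance together with length and GC content may account for it. The ribosomal list ended at 0.19 (0.00133 to 0.938), its median shrinking from −0.455 to −0.138, and for it length and GC content cannot be told apart from the groups. An effect of prenatal DHT on these genes stays open, as untested.

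The 10 splits of 6 libraries into 3 and 3 are too few for a share under 0.05. The real split gave 783 genes at the adjusted p and the highest other 2, and 1712 against 1059 genes at the unadjusted p and fold. It gave 4 against 3 of the lists for Fig. 5, 16 against 15 of all lists, and 127 against 119 over-represented Reactome sets, and in each of these 5 counts only 1 split, the real one, reached its value. For Reactome sets by camera, 2 splits reached the real value of 183, and the other, with Control 1, Control 2 and PNA 4 against the rest, gave 236.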

How the results depend on the processing

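The correction for length and GC content, the p of DESeq2 with the library-total fold, and the estimated correlation for Reactome sets were chosen after the results were seen. Total counts not given here stayed within 1.5 times the reported count, and shares and variances within 1 SD over the libraries left out in turn. Except where an alternative itself means fewer libraries or genes or another threshold, the cause was not tested.

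The 783 genes past the adjusted p became 2711 with library totals, 520 without a filter, 164 with the length and GC trends removed, and 38 to 2496 with each library left out. The 1712 genes past the unadjusted p and fold became 3763 with library totals, 932 with the trends removed, 250 at a fold over 2, 918 with the p of DESeq2 and the fold of library-total CPM, and 1019 to 2962 with each library left out. The share of higher genes, 34.4%, became 97.5% with library totals, 56.3% with upper-quartile factors, 44.6% without a filter, 84.1% with the DESeq2 p and library-total fold, and 26.5 to 42.1% with each library left out. PC1 and PC2 held 76.2% with library totals, 58.7% without a filter, 74.4% for genes with a mean count of at least 50, 63.3% for the 500 most variable genes, and 70.3 to 75.4% with each library left out.

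The 4 lists for Fig. 5 called higher became 2 with DESeq2, 2 with library totals, 2 with upper-quartile factors, 2 after thinning, 1 to 3 with each library left out, 0 with the trends removed and 0 with an estimated correlation. The 16 lists called in all became 7 to 17 with each library left out, 1 with the trends removed and 0 with an estimated correlation. Preranked enrichment called 6 of the 9 and 19 of all lists. The split into higher and lower moved more than the totals: the 223 higher and 560 lower genes became 74 and 632 with DESeq2 and 341 and 267 with upper-quartile factors, and the 41 higher Reactome sets became 20 to 62 with each library left out, 27 without a filter and 13 with the trends removed. The 183 Reactome sets became 107 with the trends removed and 0 with an estimated correlation, and the 127 over-represented sets became 73 with library totals. Of the 104 named genes past the test, 102 were kept with DESeq2's size factors, 68 with DESeq2 (23 lost, the other 13 given no adjusted p), 71 with library totals, 90 with upper-quartile factors, 85 without a filter, 92 at a mean count of at least 50, 103 after thinning and 28 with the trends removed. With a library left out, 20 were kept without Control 1, 67 without Control 2, 74 without Control 3, 15 without PNA 1, 24 without PNA 2 and 102 without PNA 4. Phlda2 was −0.139 to 2.03 with each library left out, lowest without PNA 4.

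Numbers 1 and 2 occur in both groups, but nothing ties them to a shared litter or day. Deviations from the group means correlated at −0.083 for number 1 and 0.231 for number 2 across genes. Under the replicate block, Control 3 and PNA 4 were each a block of their own and did not enter the group effect. That effect rested on libraries 1 and 2 of each group only. With the replicate block there were 3233 genes past the adjusted p, 3287 past the unadjusted p and fold (42.5% higher), 82 higher Reactome sets, 2 lists for Fig. 5 and a log2 fold change of −0.201 for Phlda2. With the replicate block and the trends removed there were 1615 genes past the adjusted p, 0 lists for Fig. 5, 1 list in all and 96 Reactome sets. The pseudocount alternative had no place, since counts were deposited, and the block gives no principal components. At this depth, 1.5-fold changes of genes above the median abundance were mostly missed on simulated counts (13.4% recovered).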

Differences from the paper's values

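The DESeq2 p with the library-total fold, the length and GC correction with and without the block, and the estimated correlation for Reactome sets were chosen after the values were seen.

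The paper reports 918 differentially expressed genes, and 1712 passed the same thresholds here. Of the alternatives set before the data were examined, the count was within 1.5 times the paper's without Control 1 (1212), without PNA 1 (1019) and without PNA 2 (1145). It was not with DESeq2, its size factors, library totals, upper-quartile factors, no filter, a mean count of at least 50, thinning, the replicate block, or without Control 2, Control 3 or PNA 4. The paper reports 146 downregulated genes and 1123 were lower here, and no alternative set before the data were examined came within 1.5 times; the nearest was library totals (93). The paper's 772 upregulated genes and 66.3% of variance stand beside 589 genes and 68.4% here. The p of DESeq2 with the fold of library-total CPM, an alternative chosen after seeing the values, gives 918 genes, 772 higher and 146 lower, and drops 0 of the authors' called genes. The methods define differential genes by an FDR under 0.05; the authors' deposited table holds 382 such genes, 40 higher and 342 lower.

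The paper states that most enriched gene sets, and far more genes, were upregulated; here 223 genes were higher and 560 lower at the adjusted p, and 41 Reactome sets were higher and 142 lower, while 11 of the 16 called lists were higher and library totals gave 2652 higher and 59 lower genes. With an estimated correlation 0 of these lists and 0 of these sets passed by camera, and with the length and GC trends removed 0 lists were higher and 1 lower, and 13 sets were higher and 94 lower. Fig. 4A shows the PNA samples together on one side; here PNA 1 and 2 lay at 37 and 33.2 on PC1 and PNA 4 at −1.69. Of the 9 pathways of Fig. 5, stated to be upregulated, 4 lists were higher (WNT, NOTCH, TGF-beta and insulin), and 8 of the 9 had a positive median; 0 of the 4 passed with an estimated correlation or with the trends removed. G2/M had a negative median (−0.0786, adjusted p = 0.533), and Hedgehog, estrogen, androgen and TNF did not pass (adjusted p 0.0602 to 0.301); preranked enrichment called androgen (0.0471) and TNF (0.0314) higher, and camera called TNF higher for genes with a mean count of at least 50 (0.0473). The lists are not the MSigDB sets of the paper.

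The paper names Agrp, Gnaq and Hras as differentially expressed. At the thresholds of its results, Agrp passed here as 1.57-fold lower and Gnaq as 1.54-fold higher in PNA (edgeR), while Hras, 1.43-fold higher, stayed below the fold threshold. By the authors' deposited values, with folds by library total, Gnaq (2.08-fold higher) and Hras (1.96-fold higher) pass those thresholds (DESeq2 p = 0.0138 and 0.0252). Agrp does not pass the fold threshold there. At an FDR, as in its methods, none of the 3 passed (adjusted p = 0.0636, 0.0517 and 0.0992), and neither did any in the authors' deposited table, where the FDR is 0.22, 0.154 and 0.209 and Agrp is 1.17-fold lower. Agrp passed the adjusted test without Control 3 (0.0205), without PNA 4 (0.0099) and with the replicate block. Gnaq passed without Control 2 (0.0332), without PNA 4 (0.0046), with library totals (0.00273), upper-quartile factors (0.0353), a mean count of at least 50 (0.041), thinning (0.0474) and the block. Hras passed with library totals (0.00438), without PNA 4 (0.0118) and with the block. With the length and GC trends removed and the block, chosen after the values were seen, Agrp and Gnaq passed. Fits with the block compare libraries 1 and 2 of each group only, since Control 3 and PNA 4 were each a block of their own. Esrrb and Elf5, which the paper gives as upregulated, passed here (adjusted p = 0.014 and 0.0189). In the authors' deposited table the DESeq2 FDR is 0.0721 for Esrrb and 0.04899 for Elf5, so only Elf5 passes there.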

Other observations

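The comparison of DESeq2's p with folds by library total and the set of proteasome subunits were chosen after the results were seen.

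Markers of the inner cell mass went both ways in PNA blastocysts: of 28 tested, 3 rose and 3 fell at an adjusted p under 0.05 from edgeR, also when adjusted over the list alone. Dppa3, a maternal factor that protects methylation in the zygote, had a log2 fold change of −1.30 and Dppa4 −0.81 (adjusted p = 0.00806 and 0.0132), while Esrrb and Klf4 rose (list median 0.202, camera adjusted p = 0.289, and 0.56 with an estimated correlation). Of 10 genes of the 2-cell stage, Tdpoz2 and Pramel6 fell, with −0.97 and −0.79 (adjusted p = 0.0149 and 0.042; 5 lower when adjusted over the list alone), and Arg2 and Pramel7 had −1.11 and −0.65 (adjusted p = 0.0952 and 0.105). Reads of both families are uncertain, since they have close copies. The 2-cell list was lower (median −0.629, camera adjusted p = 0.0263, and 0.56 with an estimated correlation), but not without Control 1 (0.191) or PNA 1 (0.11), without a count filter (0.201), nor with the length and GC trends removed (0.545). Of 13 maternal oocyte transcripts, Zbed3, of the subcortical maternal complex, rose by 1.74 (adjusted p = 0.00519), Dppa3 fell, and Ooep had −0.56 (adjusted p = 0.0887; 1 higher and 2 lower when adjusted over the list alone; median 0.0927, camera adjusted p = 0.928, and 0.948 with an estimated correlation). Of 23 imprinted genes, 3 rose and 2 fell (3 and 3 when adjusted over the list alone). Sgce and Snrpn, both expressed from the paternal allele, had −1.04 and −0.79 (adjusted p = 0.00714 and 0.00986), Igf2 and Phlda2 rose, the latter in PNA 4 alone (list median 0.0772, camera adjusted p = 0.498, and 0.707 with an estimated correlation).

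Markers of cells that can accompany embryos were sparse. Of 7 cumulus and granulosa genes, Serpine2 and Gja1 fell, with −0.87 and −0.80 (adjusted p = 0.00453 and 0.0254; also when adjusted over the list alone), and both are also expressed in embryos (median −0.0448, camera adjusted p = 0.459, and 0.598 with an estimated correlation). Of 2 sperm and testis genes tested, Ldhc had −1.28 (adjusted p = 0.066; 1 lower when adjusted over the list alone; median −0.519, camera adjusted p = 0.581, and 0.707 with an estimated correlation). Of 3 blood and immune genes, Laptm5 rose by 0.93 (adjusted p = 0.00634; 1 when adjusted over the list alone) and S100a8 had −1.02 (adjusted p = 0.161; median 0.16, camera adjusted p = 0.426, and 0.59 with an estimated correlation). Of the 10 called genes given first in these 2 paragraphs (Dppa3, Dppa4, Tdpoz2, Pramel6, Zbed3, Sgce, Snrpn, Serpine2, Gja1 and Laptm5), 0 passed without PNA 1 (adjusted p 0.0809 to 0.441) or PNA 2 (0.0698 to 0.26), Zbed3 alone passed without Control 1 (others 0.0662 to 0.43), 7 passed without Control 2 (others 0.0532 to 0.059) and 8 without Control 3 (others 0.0627 and 0.175). After removal of the length and GC trends Zbed3, Sgce and Serpine2 passed (others 0.0789 to 0.264), and Dppa3 shrank to −0.65, Dppa4 to −0.45, Tdpoz2 to −0.51 and Pramel6 to −0.43.

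Genes against oxidative stress were lower as a group. Of 33 tested, 1 rose and 3 fell (2 and 7 when adjusted over the list alone). The glutathione transferase Gstp1, the peroxidase Gpx1 and peroxiredoxin Prdx1 had −1.02, −0.96 and −0.92, and Keap1, the repressor of NRF2, had 0.62 (adjusted p = 0.0133, 0.0291, 0.0386 and 0.0489). The median was −0.434 (camera adjusted p = 0.0107, and 0.562 with an estimated correlation; 0.0724 without Control 1, 0.0578 without Control 3 0.0871 with the trends removed, and 0.00186 when Control 2 was then left out). Of 23 heat shock genes, 4 fell: the small heat shock proteins Cryab and Hspb1 with −0.93 and −0.72, the factor Hsf2 with −0.69 and the cochaperone St13 with −0.77 (adjusted p = 0.00412, 0.0264, 0.027 and 0.0438; 2 higher and 5 lower when adjusted over the list alone). That list's median was −0.337 (camera adjusted p = 0.0488, and 0.56 with an estimated correlation), with its call lost without Control 1 (0.133), Control 3 (0.0619) and PNA 4 (0.12), with the trends removed (0.122, and 0.0464 when Control 2 was then left out), DESeq2 (0.0598), library totals (0.0815), upper-quartile factors (0.0508), thinning (0.0584) and a mean count of at least 50 (0.0958). Of 42 genes of the unfolded protein and integrated stress response, 5 rose and 1 fell (6 and 1 when adjusted over the list alone). The amino acid transporter Slc7a1 rose by 0.80 and Atf5 by 1.13 (adjusted p = 0.00913 and 0.0207), with Slc7a5 and Atf4, and the median was 0.0133 (camera adjusted p = 0.132, and 0.694 with an estimated correlation; 0.0128 without Control 3 and 0.0351 without PNA 1). Of 31 p53 targets, 0 passed by edgeR, over all genes or adjusted over the list alone, and 1 was lower by DESeq2; 3 were higher and 5 lower at the unadjusted p, among them Ei24 with 0.60, Sesn2 with 0.66, Eda2r with −0.67 and Cdkn1a with −0.56 (adjusted p 0.0582 to 0.0741; median −0.0794, camera adjusted p = 0.928, and 0.948 with an estimated correlation). Of 75 ribosomal protein genes, 0 passed by edgeR, also adjusted over the list alone, and 15 were lower by DESeq2; 1 was higher and 23 lower at the unadjusted p, with Rpl6 at −0.86, Rpl4 at −0.87, Rpl15 at −0.82 and Rps7 at −0.80 (adjusted p 0.0654 to 0.0859; median −0.455, camera adjusted p = 2.29e-07, and 0.59 with an estimated correlation). Slc7a1, Atf5 and the 8 called genes of oxidative stress and heat shock were lost without Control 1 (0.0914 to 0.327), PNA 1 (0.163 to 0.446) or PNA 2 (0.0965 to 0.348), 6 remained without Control 2 (others 0.0649 to 0.0993) and 4 without Control 3 (others 0.0562 to 0.164). Removal of the length and GC trends ended the calls of all 10 (0.0551 to 0.427), with Keap1 shrinking to 0.24.

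Sets built around the proteasome were among the lower Reactome sets. Of 47 proteasome subunits tested, 10 fell at the adjusted p, 43 had a negative log2 fold change, and the median was −0.584. The subunits were picked because of this result, so a comparison of them with matched random lists was void. With an estimated correlation no Reactome set passed by camera (adjusted p = 0.697 for those built around the proteasome). Removal of the length and GC trends gave a median of −0.324, 0 passed edgeR's adjusted test and 18 were lower at the unadjusted p, while the Reactome sets built around the proteasome still passed by camera (for degradation of p27 and p21, adjusted p = 2.19e-07). Without Control 1, PNA 1 or PNA 2, 0 passed (15, 18 and 12 lower at the unadjusted p). With library totals 2 were higher and the median was −0.163, which is −0.594 relative to all genes. By DESeq2 18 were lower.

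The paper's call joins p-values and folds of different scalings, and a hypothesis is that this produced its excess of upregulated genes. The deposited p-values equal those of DESeq2, whose size factors ran from 0.725 to 0.901 in Control and from 1.13 to 1.3 in PNA libraries, while the deposited folds are ratios of library-total CPM, with a median log2 value of 0.4541. With p and fold both from DESeq2, 29.3% of 1586 genes were higher, 464 higher and 1122 lower, which is what the hypothesis predicts. With both on library totals in edgeR, however, 3670 genes were higher and 93 lower (97.5% higher). Mixed scalings are therefore not needed for such an excess, since library totals in 1 fit give it too. Of the authors' 772 higher genes 464 passed at DESeq2's own fold, and all 146 lower genes did. Mean library-total CPM was higher in PNA for 76.3% of the listed genes. The most abundant genes, the same number in each library, held 52.52 to 56.24% of the counts in PNA libraries and 57.69 to 61.9% in Control. A larger share was thus left to the other genes in PNA. Library-total CPM adds up to the same sum in each library, and the other scales are relative too. None of them gives the amount of RNA per embryo, so these counts cannot tell whether that amount changed after prenatal DHT.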
